# Comprehensive Analysis of Differentially Expressed lncRNA, circRNA and mRNA and Their ceRNA Networks in Mice With Severe Acute Pancreatitis

**DOI:** 10.3389/fgene.2021.625846

**Published:** 2021-01-28

**Authors:** Bing Wang, Jun Wu, Qilin Huang, Xiaohui Yuan, Yi Yang, Wen Jiang, Yi Wen, Lijun Tang, Hongyu Sun

**Keywords:** competitive endogenous RNA, long noncoding RNA, circular RNA, mRNA, severe acute pancreatitis

## Abstract

Severe acute pancreatitis (SAP) is an acute digestive system disease with high morbidity mortality and hospitalization rate worldwide, due to various causes and unknown pathogenesis. In recent years, a large number of studies have confirmed that non-coding RNAs (ncRNAs) play an important role in many cellular processes and disease occurrence. However, the underlying mechanisms based on the function of ncRNAs, including long noncoding RNA (lncRNA) and circular RNA (circRNA), in SAP remain unclear. In this study, we performed high-throughput sequencing on the pancreatic tissues of three normal mice and three SAP mice for the first time to describe and analyze the expression profiles of ncRNAs, including lncRNA and circRNA. Our results identified that 49 lncRNAs, 56 circRNAs and 1,194 mRNAs were differentially expressed in the SAP group, compared with the control group. Furthermore, we performed Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of differentially expressed lncRNAs and circRNAs, and found that the functions of the parental genes are enriched in the calcium-regulated signaling pathway, NF-κB signaling pathway, autophagy and protein digestion and absorption processes, which are closely related to the central events in pathogenesis of SAP. We also constructed lncRNA/circRNA-miRNA-mRNA networks to further explore their underlying mechanism and possible relationships in SAP. We found that in the competitive endogenous RNA (ceRNA) networks, differentially expressed lncRNAs and circRNAs are mainly involved in the apoptosis pathway and calcium signal transduction pathway. In conclusion, we found that lncRNAs and circRNAs play an important role in the pathogenesis of SAP, which may provide new insights in further exploring the pathogenesis of SAP and seek new targets for SAP.

## Introduction

Acute pancreatitis (AP) is a self-digestive disease caused by the activation of trypsin in the pancreas due to various causes. It is one of the main reasons for hospitalization due to gastrointestinal diseases. 20% of AP can further develop into severe acute pancreatitis (SAP), and due to local or systemic complications and invasive intervention, the mortality rate is up to 30% (Trikudanathan et al., 2019). A large number of studies have found that pathological calcium signaling, premature activation of trypsinogen in acinar cells, endoplasmic reticulum stress, impaired autophagy and mitochondrial dysfunction play important roles in the pathogenesis of SAP (Lee and Papachristou, 2019). However, its pathogenesis is still unclear. At present, it is recognized that the treatment of SAP worldwide is to adopt a staged, multidisciplinary, and ascending symptomatic treatment strategy, lacking of more effective treatment methods now (da Costa et al., 2014). Therefore, it is necessary to further explore the unknown molecular mechanism and discover potential biomarkers and new therapeutic targets.

More and more studies have shown that non-coding RNAs (ncRNAs), including long noncoding RNA (lncRNA), circular RNA (circRNA) and microRNA (miRNA), exert great influence on the occurrence and development of various diseases, including heart diseases (De Majo and De Windt, 2018), liver diseases (Ma et al., 2019), kidney diseases (Cao et al., 2018), lung diseases (Wang et al., 2019) and so on, and the expression of ncRNAs can be regulated strictly under physiological conditions (Beermann et al., 2016). LncRNA refers to an RNA molecule with a length of more than 300 nucleotides (nt) without an open reading frame that encodes a protein. It is reported that lncRNA in cells accounts for the abundance of about 70–98%, which is a regulator of almost every cellular process (Marchese et al., 2017). Studies have shown that some lncRNAs are involved in the pathophysiological process of SAP, including the regulation of lipid metabolism (Tontonoz et al., 2017), the maintenance of intact intestinal barrier (Zou et al., 2016), and the autophagy flux (Antonucci et al., 2015). However, there is no comprehensive analysis on the role of lncRNA in SAP.

CircRNA is an endogenous non-coding RNA with a covalent closed loop structure, usually from RNA reverse splicing and exon or intron circularization. CircRNA is highly abundant in eukaryotes and highly conservative in evolution. The expression of circRNA is tissue-specific and cell-specific, and circRNA participates in many diseases (Memczak et al., 2013), such as pancreatic ductal adenocarcinoma (Xiao, 2020), diabetes (Bai et al., 2019), cardiovascular diseases (Altesha et al., 2019) and so on. In our previous study, we found that compared with normal pancreas mice, miR-21-3p was significantly higher in mice with SAP, which was negatively correlated with circZFP644. It is speculated that circZFP644 may be used as a sponge for miR-21-3p to regulate its target genes, ultimately leading to necrotizing pancreatitis (Yang et al., 2020).

Both lncRNA and circRNA can function through sponging with miRNA to sequester miRNAs, thereby preventing the interaction of miRNAs with target mRNA and exerting competitive endogenous RNA (ceRNA) activity (Salmena et al., 2011; Tang et al., 2017). The ceRNA activity forms a large-scale and complex post-transcriptional regulatory network in the entire transcriptome, which greatly expands the functional genetic information in the human genome. In the ceRNA mechanism, lncRNA, circRNA, and mRNA have effective crosstalk with miRNA, and they are regulated in various pathophysiological processes of plants and animals.

Little is known about the function of lncRNA and circRNA in SAP, so it is necessary to analyze the lncRNA and circRNA comprehensively, and explore the role of lncRNA/circRNA-miRNA-mRNA ceRNA network in SAP. In this study, we analyses the expression profiles of ncRNA by RNA sequencing, and predicted related functions through Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG), then established the ceRNA network to discover the relationships between ncRNAs and mRNA. Our finding might discover new pathogenesis of SAP and provide new treatment ideas.

## Materials and Methods

### Animal Model and Sample Collection

Six male C57BL/6 mice aged 7–8weeks were purchased from Chengdu Dashuo Experimental Animal Technology Co., Ltd. living in independent ventilation cage (IVC) system and fed with standard food and water for 3days for environment adaptation. Animals fasted but were free to drink water the day before modeling. The next day, the mice were randomly divided into control group and SAP group (three mice per group). Before the operation, 5% isoflurane was given for inhalation anesthesia, and then 4% sodium taurocholate salt was slowly retrogradely injected into the biliopancreatic duct with a micro infusion pump to induce SAP. All animals were sacrificed after 24h. Collecting their pancreatic tissue and storing them at −80°C or fixing them in 4% paraformaldehyde for later use. The entire research plan has been approved by the Institutional Animal Care and Use Committee at the General Hospital of Western Theater Command.

### Analysis of Pancreatic Histology

The fixed pancreatic tissue was dehydrated with ethanol and embedded in paraffin. The 4um slice of pancreatic tissue was stained with hematoxylin-eosin. After dehydration and fixation, the slice was examined under the X200 optical microscope and the pictures were taken. Using the scoring system described previously (Schmidt et al., 1992), the score for each pancreatic tissue was averaged from every five microscopic vision.

### Amylase and Lipase Measurement

Blood was collected through the tail vein and serum levels of amylase and lipase were measured using a kit provided by the reagent manufacturer (Nanjing Jiancheng Bioengineering Research Institute, China).

### RNA Extraction and Quality Control

According to the manufacturer’s instructions, total RNA was extracted from frozen samples using Trizol reagent (Ambion), and the RNA concentration of each sample was measured using a NanoDrop ND-1000 instrument (Thermo Fisher Scientific, Waltham, MA, United States), with OD260/OD280 values as an indicator of RNA purity. RNA integrity was measured using denatured agarose gel electrophoresis.

### RNA Library Preparation and Sequencing

Ribo-Zero rRNA Removal Kits (Illumina, United States) was used to remove rRNAs from total RNA. RNA libraries were constructed by using rRNA-depleted RNAs with TruSeq Stranded Total RNA Library Prep Kit (Illumina, San Diego, CA, United States) according to the manufacturer’s instructions. Use Agilent DNA 1000 chip kit (Agilent, United States) to perform quality control and quantification of the library through BioAnalyzer 2100 system (Agilent Technologies, Inc., Santa Clara, CA, United States). 10pM libraries were denatured as single-stranded DNA molecules, captured on Illumina flow cells, amplified *in situ* as clusters and finally sequenced for 150cycles on Illumina HiSeq Sequencer according to the manufacturer’s instructions. Paired-end reads were harvested from Illumina HiSeq 4000 sequencer, and were quality controlled by Q30. After 3' adaptor-trimming and removing low quality reads by cutadapt software (version 1.9.3), the high-quality trimmed reads were used to analyze circRNAs, lncRNAs and mRNAs.

### RNA-Seq Analysis and Quality Assessment

After Illumina HiSeq 4000 sequencer sequencing, double-end reads were harvested. Use Q30 for quality control, use cutadapt (version 1.9.3; Martin, 2011) software to remove connectors and low-quality reads and then obtain high-quality reads.

#### Sequencing Analysis of lncRNA, circRNA and mRNA

The high-quality reads were aligned to the mouse reference genome (UCSC MM10) with Hisat2 software. Then, guided by the Ensembl gtf gene annotation file, Cuffdiff software (version 2.2.1; part of Cufflinks) was used to get the FPKM as the expression profiles of lncRNA and mRNA, and fold change and *p*-value were calculated based on FPKM, differentially expressed lncRNAs and mRNAs were identified (Trapnell et al., 2010). The high-quality reads were aligned to the reference genome/transcriptome with STAR software and circRNAs were detected and identified with DCC software (version 0.9.0). At the same time, circRNAs were annotated with CIRI softwore (version 1.1.1). Raw junction reads for all samples were normalized by total mapped reads number and log2 transformed. Calculating the fold change and *p*-value between the two groups of samples to screen for differential expression of circRNA.

#### Identification and Cluster Analysis of Differentially Expressed lncRNA, circRNA and mRNA

Use Cuffdiff software (version 2.2.1; part of Cufflinks software) to calculate and detect the differential expression of lncRNA (DEL) and mRNA (DEM) between the two groups. Using standardized reads, the differential expression of circRNA (DEC) between the two groups was calculated. The fold change ≥2.0, that is log (FC) ≥1.0, *p*-value < 0.05, and FPKM value in one sample at least >0.5 as the threshold for differential screening to identify differential genes. Using R’s heatmap2 function, cluster analysis of DEL and DEM was performed with FPKM value, and cluster analysis of DEC was performed with standardized reads. Using Venn diagrams, Volcano plots and Heat maps to show differential expression. The up- and down-regulated differential RNAs were represented by different color heat maps.

### Reverse Transcription Quantitative PCR

The results of RNA-seq need to be verified by RT-qPCR. Trizol is used to extract the total RNA in the pancreatic tissues of the control group and SAP group. The RNA is reverse transcribed into cDNA using SuperScriptTM III Reverse Transcriptase (Invitrogen) according to the manufacturer’s instructions. We used the QuantStudio 5 Real-Time PCR System (Thermo Fisher) for amplification with a total reaction volume of 10μl, including 0.5μl pre-PCR primer (10uM), 0.5μl post-PCR primer (10uM), 5μl 2 × Master Mix, 2μl cDNA and 2μl of enzyme-free water. The primers are listed in Table 1. The glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as endogenous control. The PCR conditions were as follows: at 95°C for 10min, followed by 40cycles of PCR at 95°C for 10s and 60°C for 60s. The target RNA of the sample and the reference gene were measured through Real time PCR reaction. The data is analyzed by 2^-△△ CT^ method.

**Table 1:** Primer sequences for quantitative real-time polymerase chain reaction analysis of differentially expressed lncRNA and circRNA levels.

Name	Primer type	Primer sequence
AK004187	Forward	TGCAGTGTGAGTCTCCAGAG
	Reverse	GCTGAACGGAGAACAAGGAC
AK035396	Forward	GTGGAGGTCAGAAAGGGTCA
	Reverse	ACATCGACTCCCTTCCTCCT
AK162674	Forward	AGCATGCACACACTCTCTCT
	Reverse	ACAGATGGAGGACACAGGTG
NR_040328	Forward	GAGCCACCTGAATTACGCTG
	Reverse	AGTTAACAGGGCCCCAAACT
TCONS_00010866	Forward	GATGGTGAACTATGCCTGGG
	Reverse	GGCCCCAAGACCTCTAATCA
uc029sug.1	Forward	AACTCTGGTGGAGGTCCGTA
	Reverse	TCGGAGGGAACCAGCTACTA
CircAmy2a5	Forward	TGTTTTGGAGATTTGCTGTGAGA
	Reverse	GTCCTCACTTACCTAACAAAGAAAA
CircZFP644	Forward	CCGTTGATCTATCAGCCACA
	Reverse	GCACCAGTAATGTCGGTGTTT
CircDTNB	Forward	GCTCTGCCAGAACTGCTTTT
	Reverse	CCATTGGAATCTGACATCTGG
CircCELA3b	Forward	CCCCAGCAATAACATCGC
	Reverse	CAGACTGGATATCGCCGC
CircARHGEF38	Forward	CCTCCTCCGGGACTTGAT
	Reverse	CCCATGTCCAGCAGGTTC
CircSRPK2	Forward	TCAAGGCCTCCCAGTACG
	Reverse	GTGGTGGTGGTGGAGGAG
GAPDH	Forward	AAGGTCATCCCAGAGCTGAA
	Reverse	CTGCTTCACCACCTTCTTGA

### GO and KEGG Analysis

GO and KEGG were performed to predict the potential function of different lncRNA and circRNA. GO project^1^ has developed a set of structures controlled vocabulary for community annotation of genes, gene products and sequences, including three parts: Molecular Function (MF), Biological Process (BP) and Cell Component (CC). KEGG pathway is the process of mapping molecular data sets in genomics, transcriptomics, proteomics and metabolomics to the KEGG pathway map to explain the biological functions of these molecules. As we all know, lncRNA has a wide range of effects, and its mechanism of action is very complex, with multiple modes of action, including cis, trans, etc (Kopp and Mendell, 2018). There was evidence indicating that many lncRNAs act as cis regulators. Reportedly, the expression of lncRNAs was significantly related to the expression of protein-coding genes adjacent to their coordinates. The lncRNAs located upstream and downstream of the coding protein may overlap with promoters or other homeopathic elements co-expressing genes, so as to perform transcriptional activation and expression regulation of adjacent mRNA at the transcription or post-transcription level (Ulitsky and Bartel, 2013). Therefore, by searching for coding genes that were located 100kb upstream and downstream of the DEL and ensure that there was at least 1bp overlap with the DEL, as the target of the DEL. In organisms, under certain conditions, the transcript corresponding to the gene will form circular RNA and lose its coding function, thus affecting the biological phenotype. Therefore, we chose to analyze the host gene of circRNA. Consequently, GO and KEGG functional analysis was performed using the adjacent target genes of DEL, the host genes of circRNA and DEMs to annotate and speculate the functions of these differentially expressed genes. *p*-value < 0.05 is considered statistically significant and significantly enriched. Analyzing the data by double-sided FISHER precision test and calculating FDR to correct the *p*-value.

### Construction of lncRNA/circRNA -miRNA-mRNA Network

LncRNA and mRNA shares the sequence similarity, expression correlation, and positional neighbor relationship and both play a role through competing with miRNA molecules (Tay et al., 2014). And with the deepening of transcriptome research, it has been found that miRNA response element (MRE) exists on circRNA, which means that the same miRNA can bind to multiple types of RNA, and different RNA molecules that bind with same miRNA form a competitive relationship. We used Targetscan (Release 7.2) and Miranda (version 0.10.80) software to predict the relationship between miRNAs and DEMs, DELs and DECs, respectively, though base pairing, and integrated the predicted results to build the potential lncRNA/circRNA-miRNA-mRNA ceRNA network and use Cytoscape software (version 3.7.2) to visualize the results to explore the role of lncRNA/circRNA in the pathogenesis of SAP.

### Construction of PPI Network and Selection of Hub Genes

The hub gene is a gene that plays a vital role in the biological process. In related pathways, the regulation of other genes is often affected by the hub gene. The STRING database is an online database for searching known and predicted protein-protein interactions. These interactions include direct (physical) association and indirect (functional) association. Currently, the STRING database covers 24'584'628 proteins from 5'090 organisms. After introducing the up-regulated DEMs into the STRING database, we set the minimum interaction score as 0.900 (highest confidence) and hide disconnected nodes in the network to obtain a complex PPI network of DEMs. Then we use Cytoscape software (version 3.7.2) to visualize the PPI network, and use cytohubba (a plug-in of Cytoscape) to identify the most relevant nodes by setting the degree. If the setting degree is higher than 20, then the top 24 are considered as hub genes.

### Statistical Analysis

Statistical analyses were performed by the GraphPad Prism 7 (GraphPad, CA, United States) and SPSS 22.0 software packages (SPSS, IL, United States). Statistically significant differences between groups were estimated by Student’s *t*-test. Fisher’s exact test was applied in the GO and KEGG pathway analyses. The results were evaluated using Spearman’s correlation coefficient test. All values are expressed as the mean ± standard error of the mean; *p* < 0.05 was considered statistically significant.

## Result

### Evaluating the SAP Model

Compared with the control group, the HE staining of the pancreatic tissue in the SAP group showed typical histopathological changes, with focal expansion of the pancreatic interlobular septum, pancreatic lobular edema, extensive acinar cell necrosis and granulocyte infiltration (Figures 1A,B). At the same time, the serum lipase and amylase levels in the SAP group were also significantly higher than those in the control group (*p* < 0.05; Figures 1C,D), and the SAP model was successfully constructed.

**Figure 1:**
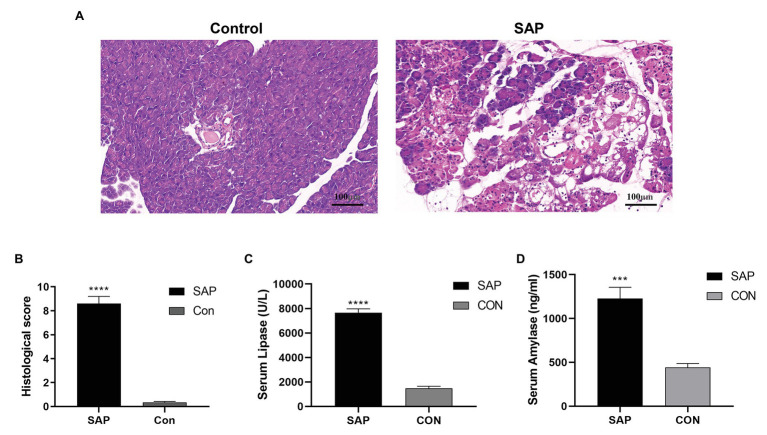
Evaluation of the SAP Model. **(A)** Compared with the control group (con), the histopathological sections of the pancreas in the SAP group showed focal expansion of the interlobular space of the pancreas, edema of the pancreatic lobules, extensive acinar cell necrosis and granulocyte infiltration (100x). **(B)** The histological score of pancreatic tissue. **(C,D)** The lipase and amylase levels were also significantly higher than the control group (*p* < 0.05). ^***^p < 0.001, vs. control group, *n* = 3 per group.

### Overview of lncRNA, circRNA and mRNA Expression Profiles

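Pancreatic head tissue was sequenced from 3 control mice and 3 SAP mice, with 1 library per mouse. SAP was induced with 4% sodium taurocholate, a bile salt injected into the biliopancreatic duct, and tissue was taken after 24 h. Ribosomal RNA was removed and stranded libraries were read from both ends. The authors aligned the reads to the mouse genome mm10 with HISAT2 and used Cuffdiff to give FPKM, a fragment count set relative to transcript length and library depth, for each mRNA gene and lncRNA transcript. Scaled fragment counts were deposited beside the FPKM values. In each library 91.5% to 96.0% of these counts were whole multiples of 1 step, within a tolerance of 0.02, and dividing by the step gave the fragments. The control libraries 1, 2 and 3 held 1934395, 11634003 and 8804942 fragments on mRNA genes, and the SAP libraries 1, 2 and 3 held 5907280, 9968672 and 7067453. These fragments lie on mRNA genes, whereas the clean reads that the paper gives count every read kept after trimming. The main comparisons use the FPKM values as deposited. Control library 1 had 8606 mRNAs above 0.5 FPKM and the other libraries 10980 to 11779. It also had 18.6% of its fragments on signal recognition particle RNA (Metazoa_SRP) and 13.9% on the ribosomal precursor Rn45s. Rn45s held 7.49% in control library 3 and 7.19% in SAP library 2, and both RNAs are listed at 0 in the other libraries, where a 0 can be a failed estimate. For circRNAs the authors counted back-splice junction reads, which cross the join of a circle, after alignment with STAR and detection with DCC. Junction reads totalled 2843, 4902 and 3257 in control libraries 1, 2 and 3 and 2047, 3454 and 3554 in SAP libraries 1, 2 and 3. The deposited log2 values of circRNAs equal these reads times 1 factor per library, with a count of 0 set to 0.1. From there, log2(FPKM + 0.5) was compared between groups with limma for the 13365 mRNAs and 3698 lncRNAs above 0.5 FPKM in at least 1 library. Junction reads of the 301 circRNAs found in at least 3 libraries were compared with edgeR's quasi-likelihood test, scaled by the mapped reads that the deposited factors imply. The study's thresholds are a fold change of at least 2 and an unadjusted p under 0.05, and a transcript is called higher or lower in SAP when it passes both. For mRNAs and lncRNAs the paper took fold change and p from Cuffdiff. Here p comes from limma and the fold change from log2(FPKM + 0.5), which shrinks changes at low FPKM. A transcript that did not pass here may thus still pass in the paper's own test. Adjusted p values are Benjamini-Hochberg values, and all tests are two-sided unless stated otherwise. The 26 gene lists were fixed before the data were examined and tested with limma's camera, which compares a list with all other genes at a preset correlation of 0.01 between genes, with p adjusted over the lists. The median log2 fold change of all tested mRNAs was 0.42 on the deposited scale, 0.09 after median-of-ratios scaling and 0.14 without control library 1, so the median of a list is to be read against 0.42. Libraries of the same size were simulated, with 50 genes changed by each of 1, 2 and 3 on the log2 scale. At an adjusted p under 0.05 limma passed 0, 15 and 48 of them. Of 13163 unchanged genes, 10 passed that adjusted p and 609 the study's thresholds. The simulation drew genes independently, with the spread that limma estimated, and changed only genes with a mean log2 value above 2. It lacks noise that genes of a library share, so it cannot show which changes the real libraries could reveal. There, Lcn2 changed by 6.09 on the log2 scale with a limma adjusted p = 0.691. Limits set by counts of 0 cover counting error only.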

After removing redundant and low-quality reads, a total of 40.61 million and 39.94 million clean reads were obtained from the pancreatic head tissues of the control group and SAP group, respectively. 

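The most abundant mRNAs were those of secreted digestive enzymes. Cela2a, a pancreatic elastase gene on chromosome 4 of mm10 from 141814962 to 141826160, was at 45800 ± 1260 FPKM (SD, n = 3) in control mice and 31000 ± 2980 in SAP mice. Pnlip, which encodes pancreatic lipase, was at 35200 ± 8990 and 28700 ± 8100 FPKM, and Cpa1, a carboxypeptidase gene, at 31500 ± 6780 and 24700 ± 3610. Clps, which encodes the cofactor of that lipase, was at 32800 ± 5450 and 17500 ± 12300 FPKM, and the chymotrypsin-like gene Ctrl at 27800 ± 3270 and 20400 ± 2190. None of these 5 genes passed the study's thresholds with all libraries, and their log2 fold changes ran from -1.15 (standard error 0.58) for Clps to -0.29 (standard error 0.49) for Pnlip. Clps passed without control library 1 (log2 fold change -1.29) and without SAP library 1 (-1.70). The closely related trypsinogen genes were estimated unevenly. Prss2 was at 27300 FPKM in control library 1 and listed at 0 in the other 5 libraries. Single genes of this kind are given per library only, but they stay in list tests and in shares of FPKM. Of 22564 mRNA genes, 16370 were above 0 in at least 1 library. The 56348 lncRNA entries describe 31549 transcripts, because 8190 transcripts are entered more than once, with the same values each time, and 10105 transcripts were above 0 in at least 1 library. Of the 6350 circRNAs, 4442 were found in 1 library and 37 in all 6, and 2214 rested on 1 read. Chromosome 7 held the largest number of mRNA genes, 2044, and of circRNAs, 605.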

A total of 56,348 lncRNAs, 6,350 circRNAs (Figure 2A) and 22,565 mRNAs (Figure 2B) were identified in all chromosomes. Among lncRNAs, most (78.1%) are long_noncoding RNA, 8.3% are antisense lncRNA, a few areintergenic lncRNA, processed_transcript lncRNA, and a very few are sense_intronic lncRNA (Figure 2C). 

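The antisense class includes ENSMUST00000128368 (gene 1810035I16Rik), which lies opposite an intron of the chymotrypsin C gene Ctrc on chromosome 4 of mm10, in a locus from 141793611 to 141846990. It stood at 19.4, 9.11 and 10.8 FPKM in control libraries 1, 2 and 3 and at 2.60, 8.26 and 0 in SAP libraries 1, 2 and 3. Its log2 fold change of -2.44 passed the study's thresholds, but not without control library 1 (-2.13), SAP library 1 (-2.63) or SAP library 3 (-1.31). The library type used to assign strands is not given in the sources used here, so an antisense value may hold reads of Ctrc. Counting each of the 31549 transcripts once, 80.3% were long_noncoding, 7.07% lincRNA, 6.01% antisense, 4.49% processed_transcript and 0.30% sense_intronic. Counting each entry as deposited, the shares were 78.2% long_noncoding, 8.32% antisense, 5.93% lincRNA, 5.43% processed_transcript and 0.41% sense_intronic. Among the transcripts above 0.5 FPKM in at least 1 library, 2886 were long_noncoding (78.0%) and 219 antisense (5.92%).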

In circRNA, the vast majority (45.1%) are sense overlapping, 26.1% are intronic, 22% are exonic, a few are intergenic, and a very small portion are antisense (Figure 2D).

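The circRNAs with names in the study fall in 2 of these classes. The circles of Zfp644 (a zinc finger gene), Dtnb (dystrobrevin beta), Arhgef38 (a guanine nucleotide exchange factor) and Srpk2 (a splicing factor kinase) are exonic, and those of the enzyme genes Amy2a5 and Cela3b are sense overlapping. Of the 6350 circRNAs, 2867 were sense overlapping (45.2%), 1657 intronic (26.1%), 1397 exonic (22.0%), 308 intergenic (4.85%) and 121 antisense (1.91%). Weighted by their 20057 junction reads, 39.9% were sense overlapping, 33.1% exonic and 21.1% intronic. The classes differed again among the 301 circRNAs found in at least 3 libraries, of which 167 were exonic (55.5%), 96 sense overlapping (31.9%) and 30 intronic (9.97%). The catalog circBase has no entry for 5319 of the circRNAs.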

**Figure 2:**
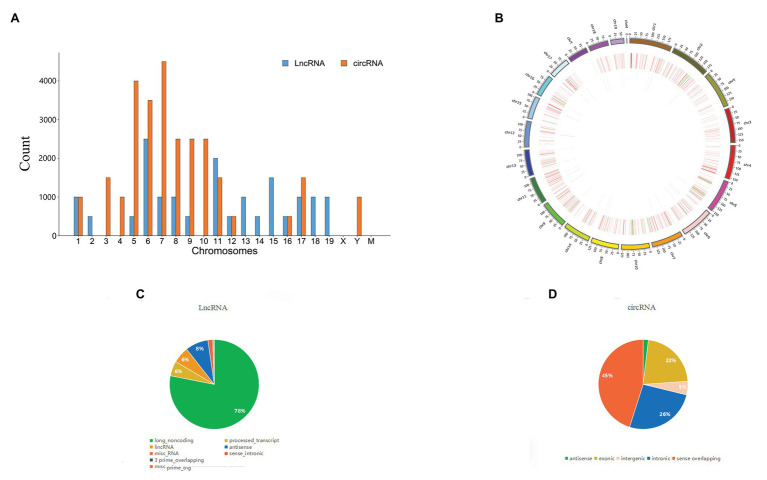
Comparison of the characteristics of lncRNA, circRNA, and mRNA expression profiles in pancreatic tissues between SAP group and control group. **(A)** The distribution of lncRNAs and circRNAs on chromosomes, **(B)** LncRNAs and mRNAs on chromosomes. **(C,D)** Biotypes of lncRNAs and circRNAs.

### Differential Expression of lncRNAs, circRNAs and mRNAs

In order to fully understand the pathogenesis of SAP, we simultaneously analyzed the profiles of DEL, DEC and DEM through microarray. Significant difference is defined as fold change ≥ 2 and *p* < 0.05. 

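Genes of the acute phase response were among those with the largest rise in SAP mice. Lcn2, which encodes the iron-binding protein lipocalin 2 (ENSMUSG00000026822, chromosome 2 of mm10 from 32384633 to 32388252), was at 8.96 ± 5.65 FPKM (SD, n = 3) in control mice and 1660 ± 1680 in SAP mice, a log2 fold change of 6.09 (standard error 1.38). Saa3, an acute phase apolipoprotein gene (chromosome 7 from 46711998 to 46715700), was at 0, 0.911 and 0.224 FPKM in the control libraries and 12.5, 21.5 and 140 in the SAP libraries. Cldn4, which encodes a tight junction protein of epithelia (chromosome 5 from 134945119 to 134946934), rose from 0.591 ± 0.542 to 32.1 ± 27.6 FPKM, and Pdk4, a kinase that limits glucose oxidation, from 0.190 ± 0.275 to 28.9 ± 37.7. Lypd8, which encodes an antibacterial protein of the intestinal epithelium (chromosome 11 from 58379043 to 58390728), fell from 13.9 ± 9.49 to 0.0954 ± 0.165 FPKM. The retinol-binding protein gene Rbp2 was at 10.8, 4.32 and 2.17 FPKM in control libraries 1, 2 and 3 and the apolipoprotein gene Apoa1 at 3.19, 9.18 and 1.06, and both were listed at 0 in all 3 SAP libraries. These genes passed the study's thresholds with all libraries and again without any 1 of the 6 libraries. Of 19 acute phase and regenerating proteins, 7 were higher and none was lower, 4 of them when adjusted over the list alone (camera adjusted p = 6.55e-05). That call is lost with an estimated correlation (adjusted p = 0.717 with an estimated correlation). Among them, haptoglobin (Hp) rose from 5.10 ± 1.98 to 21.5 ± 8.28 FPKM and the antibacterial lectin gene Reg3g from 676 ± 657 to 3400 ± 1140. Of 14 genes of neutrophils, 6 were higher, none was lower and 3 passed when adjusted over the list alone (camera adjusted p = 0.00288, and adjusted p = 0.717 with an estimated correlation). The calprotectin subunit gene S100a8 rose from 0.969 ± 1.35 to 35.8 ± 50.1 FPKM and the decoy receptor gene Il1r2 from 0.125 ± 0.165 to 3.74 ± 4.54. At the study's thresholds, 714 of 13365 mRNAs, 140 of 3698 lncRNAs and 43 of 301 circRNAs were called. Of 13163 unchanged genes simulated for mRNAs, 5.14% had an unadjusted p under 0.05 in limma and 609 passed the study's thresholds. Many of the 714 and 140 calls may thus have arisen by chance. At an adjusted p under 0.05, limma passed 0 mRNAs and 0 lncRNAs, where 718 and 140 had an unadjusted p under 0.05, and edgeR passed 2 circRNAs. On the recovered fragments, a choice made after seeing the data, edgeR passed 0 mRNAs and 28 lncRNAs, and on junction reads DESeq2 passed 2 circRNAs. With array weights, a fit that stopped before it converged, limma passed 2257 mRNAs and 0 lncRNAs. limma on the deposited log2 values passed 44 circRNAs, and an equal-variance test, added after seeing the data, passed 0. edgeR passed 29 of the 159 circRNAs found in all 6 libraries or all 3 of a group. That filter uses the groups, since 110 of the 159 were in all 3 control libraries but not all 3 SAP libraries, and 12 the reverse. It favours lower calls by its choice of circRNAs, so the 29 are not evidence of more changes. The SAP libraries lay wholly on 1 side of the control libraries for 11.1% of mRNAs, 9.5% of lncRNAs and 21.3% of circRNAs, where chance gives 10%. The mRNA count was 1267 without control library 2 and 1499, 288 and 214 without SAP libraries 1, 2 and 3, and the lncRNA count 246 without SAP library 1 and 82 without SAP library 3. A circRNA found only in the 3 control libraries drops below the minimum of 3 libraries when 1 of them is left out, so the circRNA counts of 3, 5 and 4 without control libraries 1, 2 and 3 are set by that minimum. The minimum was also applied to all 6 libraries before 1 was left out, a choice made after seeing the data. Then 23, 36 and 42 circRNAs were called without control libraries 1, 2 and 3, and edgeR passed 2, 2 and 4 at the adjusted p. Past the adjusted p were 1 mRNA without control library 1 and 3 without control library 3, 6, 3 and 1 lncRNAs without control library 2, control library 3 and SAP library 2, and 3 circRNAs without SAP library 3.

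**Figure D1:**
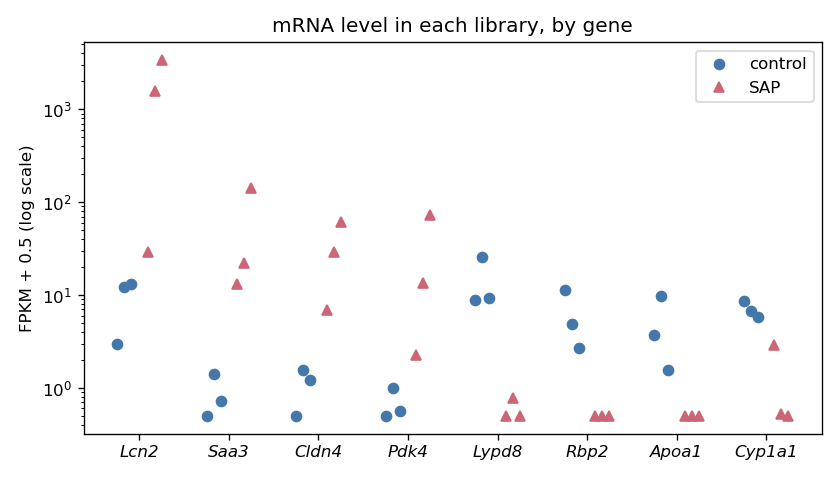
mRNA level of 8 genes in each library, as FPKM + 0.5 on a log scale, with circles for the 3 control libraries and triangles for the 3 SAP libraries. Lcn2 runs from 2.46 to 12.7 FPKM in control libraries and from 28.2 to 3390 in SAP libraries, and Rbp2 and Apoa1 are listed at 0 in every SAP library.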

In this study, the SAP group identified 49 lncRNAs, 56 circRNAs and 1,194 mRNAs with significant differential expression. The control group and SAP group shared 5% of lncRNAs, 5% of circRNAs and 90% of mRNAs (Figure 3A). 

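Some transcripts were found in 1 group alone. Apoa4, an apolipoprotein gene of the intestine on chromosome 9 of mm10, was at 4.80, 4.39 and 0.177 FPKM in control libraries 1, 2 and 3 and listed at 0 in the SAP libraries. The intestinal alkaline phosphatase gene Akp3 was at 9.21, 2.20 and 0.0483 FPKM in the control libraries and listed at 0 in the SAP libraries, and its call was lost without control library 1 (log2 fold change -1.28) or SAP library 1 (-2.28). In the other direction, the lncRNA TCONS_00029024, on chromosome 7 from 27804842 to 27806164, was listed at 0 in the control libraries and at 12.7, 2.87 and 38.4 FPKM in SAP libraries 1, 2 and 3. Above 0 in at least 1 library of each group were 14891 of 16370 detected mRNAs (91.0%), with 874 found in control mice alone and 605 in SAP mice alone. For lncRNAs, 6944 of 10105 detected transcripts were shared (68.7%), 1419 were found in control mice alone and 1742 in SAP mice alone. For circRNAs, 348 of 6350 were shared (5.5%), 2876 were found in control mice alone and 3126 in SAP mice alone. These shares rest on the limit of detection, and with a limit of 0.5 FPKM 47.2% of lncRNAs and 88.2% of mRNAs were shared. When a circRNA had to be present in all 3 libraries of a group, 37 of 159 were shared (23.3%).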

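More mRNAs were called higher than lower in SAP mice. Lrg1, a secreted glycoprotein gene of the acute phase on chromosome 17 of mm10 from 56119678 to 56122001, rose from 54.5 ± 23.7 to 1210 ± 985 FPKM (SD, n = 3), a log2 fold change of 4.00 (standard error 0.73). Serpina3n, a gene of a secreted protease inhibitor, rose from 7.53 ± 2.09 to 210 ± 272 FPKM. Rpl41, a small ribosomal protein gene (chromosome 10 from 128548114 to 128549305), was at 19.2 ± 12.4 FPKM in control mice and 271 ± 127 in SAP mice, a value that may hold reads of its processed copies. Among the genes that fell, the galectin gene Lgals2 went from 17.9 ± 8.40 to 2.50 ± 0.942 FPKM and Fcgbp, a gene of a mucus protein, from 2.89 ± 1.93 to 0.0969 ± 0.0450. Cyp1a1, a cytochrome P450 gene that answers to the aryl hydrocarbon receptor, fell from 6.57 ± 1.39 to 0.814 ± 1.39 FPKM. Each of these genes passed the study's thresholds without any 1 library as well. On the deposited scale 607 mRNAs were higher and 107 lower. The split was 345 higher and 301 lower after median-of-ratios scaling, 304 and 372 after quantile normalization, and 420 and 250 when each library was rescaled to its genes outside the acinar digestive enzymes. With edgeR on the recovered fragments, chosen after seeing the data, it was 366 higher and 398 lower. Without control library 1 the split was 385 higher and 281 lower, without control library 2 it was 1176 and 91, and without SAP library 1, 2 or 3 it was 1381 and 118, 227 and 61, and 145 and 69.

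**Figure D2:**
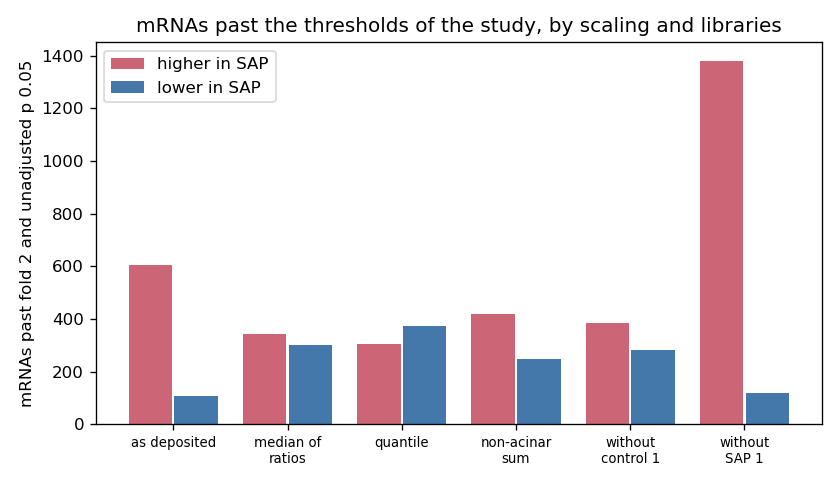
Number of mRNAs past the study's thresholds, higher and lower in SAP, on the deposited scale, under 3 other scalings and without control library 1 or SAP library 1. On the deposited scale 607 are higher and 107 lower, and after median-of-ratios scaling 345 and 301.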

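Among lncRNAs, BX523225, an intergenic transcript on chromosome 1 of mm10 from 134060039 to 134060908, rose from 0.197 ± 0.184 FPKM (SD, n = 3) in control mice to 29.1 ± 27.0 in SAP mice. Its log2 fold change of 4.71 (standard error 1.02) passed the study's thresholds without any 1 library too, with an adjusted p = 0.428 from limma over all lncRNAs. The strongest fall in junction reads was in the mucin gene Muc3, where RefSeq places it on chromosome 5 from 137134924 to 137166048. There, 5 overlapping circRNAs of 216 to 234 nt, catalogued as intergenic by the authors, had 51, 79 and 34 junction reads in control libraries 1, 2 and 3 and 0 in all SAP libraries. The circRNA from 137152216 to 137152449 had 58 control reads and was at least 17.2-fold lower, against a floor of 3 counts over the group (edgeR adjusted p = 0.000227, and DESeq2 adjusted p = 0.000141). The circRNA from 137152228 to 137152461 had 55 control reads and was at least 16.3-fold lower, with the same adjusted p in edgeR. The 5 circles overlap, so reads may be shared between them. Each of the 5 junctions has 3 to 10 near-identical copies of a junction end nearby (30 nt with at most 3 mismatches, within 200 kb beyond the other end) and none has AG and GT flanks, so linear RNA of the repeat could give such reads. Muc3 mRNA, looked at after its value was seen, was itself called lower, at 2.45, 1.75 and 0.266 FPKM in the control libraries and listed at 0 in the SAP libraries (log2 fold change -1.78, standard error 0.54). Of the circRNAs called higher, 1, named here after its value was seen, lies in the transcription factor gene Tcf20 on chromosome 15 from 82851513 to 82857284, with 0, 0 and 2 reads in the control libraries and 13, 2 and 4 in the SAP libraries, and its call was lost without SAP library 1 (fitted log2 fold change 2.01). The other lies in Dmbt1, a gene of a mucosal glycoprotein, on chromosome 7 from 131041069 to 131082668, with 0 control reads and 1 read in each SAP library, and its call was lost without any 1 control library or SAP library 1. In all, 115 lncRNAs were higher and 25 lower, and 2 circRNAs were higher and 41 lower. The lncRNA split was 58 and 26 after median-of-ratios scaling, 61 and 37 after quantile normalization, and 112 and 130 with edgeR on recovered fragments. It was 48 higher and 54 lower without control library 1, 100 and 57 without control library 2, 85 and 65 without control library 3, 233 and 13 without SAP library 1, 78 and 21 without SAP library 2, and 71 and 11 without SAP library 3. For circRNAs, with the minimum of 3 libraries applied to all 6 before 1 was left out, 22, 32 and 36 were lower without control libraries 1, 2 and 3 and 39, 31 and 30 without SAP libraries 1, 2 and 3. Higher then were 1, 4 and 6 without control libraries 1, 2 and 3 and 4, 6 and 5 without SAP libraries 1, 2 and 3. Both Muc3 circRNAs passed the adjusted p in each of these 6 fits.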

Compared with the control group, the SAP group identified 46 up-regulated and 3 down-regulated lncRNAs, 2 up-regulated and 54 down-regulated circRNAs, and 1,053 up-regulated and 141 down-regulated mRNAs. The Volcano map (Figure 3B) and hierarchical cluster analysis (Figure 3C) of lncRNA, circRNA, and mRNA showed significant differences of pancreatic tissues between control group and SAP group.

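Few genes of the acinar cell, which makes the digestive enzymes, passed the study's thresholds singly. Of 36 genes on the list of acinar digestive enzymes and other secreted products, 2 were higher and 2 lower, 0 when adjusted over the list alone, with a median log2 fold change of -0.24 (camera adjusted p = 2.82e-07). That call is lost with an estimated correlation (adjusted p = 0.295 with an estimated correlation) and after quantile normalization (adjusted p = 0.491). Of the 36 genes, 10 are listed at 0 in 1 library and above 100 FPKM in another, most of them trypsinogens. They enter the median and the camera test, where their zeros may be failed estimates. The lower members were the mucin gene Muc6, on chromosome 7 of mm10 from 141633456 to 141655319, at 2.33 ± 1.31 FPKM (SD, n = 3) in control mice and 0.106 ± 0.0850 in SAP mice, and Ctrc, at 172 ± 35.2 and 69.5 ± 40.1. Muc6 stood at a few FPKM, unlike most enzymes, and fell as the mucin gene Muc3 did, so its fall need not come from acinar cells. Ctrc did not pass without SAP library 3 (log2 fold change -0.92), and its gene model overlaps that of Cela2a. The higher members were the amylase copies Amy2a2 and Amy2a3, whose reads may be shared within the family. Amy2a3 was at 20.1 FPKM in control library 1, at 972 and 691 in SAP libraries 1 and 3, and listed at 0 in the other libraries, and its call was lost without control library 2 or 3 (log2 fold change 4.44 each), SAP library 1 (3.43) or SAP library 3 (3.67). Amy2a2 lost its call without SAP library 1 (log2 fold change 2.16) or SAP library 3 (1.92). The genes of this list made up 68.5 ± 4.96% of all FPKM in control mice (SD, n = 3) and 54.7 ± 10.0% in SAP mice (exact permutation test, p = 0.2, where 0.1 is the smallest p that 3 mice against 3 allow). Without SAP library 1, in which the share was 66.2%, the SAP mean was 49.0 ± 1.12%. With all libraries but without the genes listed at 0 in 1 library and above 100 FPKM in another, the share was 67.2 ± 2.76% in control mice. It was then 54.6 ± 9.9% in SAP mice (exact permutation test, p = 0.2). Of 15 acinar transcription factors and secretory genes, 1 was lower and none higher, 0 when adjusted over the list alone (median -0.55, camera adjusted p = 2.72e-05, and adjusted p = 0.717 with an estimated correlation). The lower member was Rbpjl, the acinar partner of Ptf1a, at 94.9 ± 20.7 and 47.3 ± 23.4 FPKM, and it passed without SAP library 1 but not without control library 1 (log2 fold change -0.93), 2 (-1.05) or 3 (-1.25) or SAP library 2 or 3 (-0.89 each). Of 12 duct genes, 4 were higher and 2 passed when adjusted over the list alone (camera adjusted p = 0.0472, and adjusted p = 0.717 with an estimated correlation), among them Spp1, which encodes osteopontin, at 12.1 ± 8.06 and 59.6 ± 39.6 FPKM. The duct call was lost without control library 2 (adjusted p = 0.0562), control library 3 (adjusted p = 0.123) or SAP library 2 (adjusted p = 0.0953) and after median-of-ratios scaling (adjusted p = 0.0545). Of 16 islet genes, 1 was lower, 0 when adjusted over the list alone (median -0.27, camera adjusted p = 3.6e-05, and adjusted p = 0.213 with an estimated correlation). It was the beta cell factor Mafa, at 1.68 ± 0.737 and 0.467 ± 0.261 FPKM, whose call was kept only without SAP library 1, with log2 fold changes of -0.89, -1.28 and -1.30 without control libraries 1, 2 and 3, -1.09 without SAP library 2 and -1.01 without SAP library 3. Of 13 lymphocyte genes none passed singly or when adjusted over the list alone (median -0.43, camera adjusted p = 9.42e-05, adjusted p = 0.0524 without control library 2, and adjusted p = 0.717 with an estimated correlation). In a principal component analysis of the mRNAs, component 1 held 62.9% of the variance and set control library 1 (-151.6) apart from the others (-1.25 to 59.86). The correlation across genes of control library 1 with the other libraries was 0.719 to 0.768, and the other libraries correlated at 0.871 to 0.958, where genes are not independent replicates. SAP library 1 correlated at 0.935 and 0.937 with control libraries 2 and 3 and at 0.911 and 0.878 with SAP libraries 2 and 3. From volcano maps and hierarchical clustering of the transcripts past its thresholds, the paper states that the tissues of the 2 groups differed.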

**Figure 3:**
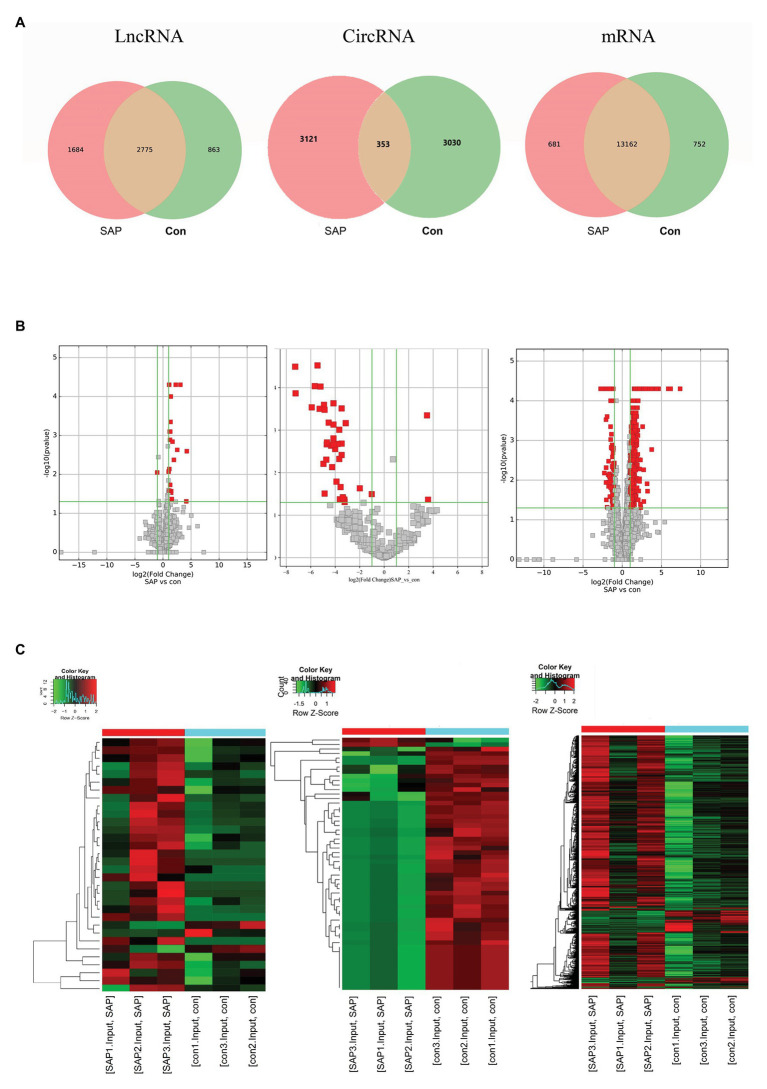
Differential expression of lncRNA, circRNA and mRNA. **(A)** The specific lncRNAs, circRNAs, and mRNAs shared between SAP group and control (con) group. The red points showed the up-regulated lncRNAs, circRNAs, mRNAs. The green points showed the down-regulated lncRNAs, circRNAs, and mRNAs. **(B)** The volcano diagrams showed the DE lncRNAs, circRNAs and mRNAs in the pancreatic head tissue of the three pairs of SAP group and control group, respectively. **(C)** Heatmap showing DE lncRNAs, circRNAs and mRNAs from pancreatic tissues of SAP mice compared to pancreatic tissues of control mice, respectively. Row and column represent DE lncRNA/DE circRNA/DE mRNA transcripts and tissue samples, red color represents up-regulated DERNAs, green color represents down-regulated DERNAs, and heavier color represents higher fold change.

### Verify Differentially Dysregulated lncRNAs and circRNAs

Based on the selected DELs, 46 lncRNAs were up-regulated and 54 circRNAs were down-regulated. We focus on the up-regulated lncRNAs that have more significant changes. For further research, we selected 6 up-regulated lncRNAs and 6 down-regulated circRNAs for qRT-PCR verification according to the standard of lncRNA/circRNA with approximately the same length, *p* value < 0.05, Fold change ≥2. Compared with control group, the lncRNA selected in SAP group, including AK004187, AK035396, AK162674, NR_040328, uc029sug.1, TCONS_00010866, were significantly overexpressed and consistent with the RNA Sequencing results (Figure 4A). circRNA selected in SAP group, including CircAmy2a5, CircZFP644, CircDTNB, CircCELA3b, CircARHGEF38, and CircSRPK2, were significantly down regulated by comparing with control group and consistent with the RNA Sequencing results (Figure 4B). 

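Of the 6 lncRNAs, 4 were called higher in SAP mice at the study's thresholds. AK004187, an intergenic transcript on chromosome 16 of mm10 from 20128105 to 20129216, was at 0.175 ± 0.201 FPKM (SD, n = 3) in control mice and 1.82 ± 1.30 in SAP mice, a log2 fold change of 1.59 (standard error 0.70). AK035396, on chromosome 14 from 32115642 to 32117499, was at 0.55, 2.99 and 2.67 FPKM in control libraries and 3.77, 12.2 and 25.5 in SAP libraries, a log2 fold change of 2.31 (standard error 0.99). AK162674, on chromosome 2 from 164526891 to 164529681, was at 0.0426 ± 0.0412 and 0.913 ± 0.680 FPKM, a log2 fold change of 1.27 (standard error 0.59). TCONS_00010866, on chromosome 15 from 86194748 to 86195325, was at 53.2 and 97.3 FPKM in control libraries 2 and 3, near 0 in control library 1, and at 2080, 237 and 424 in the SAP libraries. The transcript uc029sug.1 comes from the same locus, with reads that may be shared, and was at 17.3, 71.3 and 156 FPKM in the control libraries and 1090, 65.4 and 277 in the SAP libraries. With a log2 fold change of 2.22 (standard error 1.18) it did not pass, but passed without control library 3 (2.92) or SAP library 2 (3.24). NR_040328, which is transcribed away from the kinase gene Map3k8 on chromosome 18 from 4353546 to 4368945, was at 0, 0.262 and 0.425 FPKM in control libraries and 0, 5.12 and 1.99 in SAP libraries. At a log2 fold change of 1.44 (standard error 0.81) NR_040328 did not pass, but passed without SAP library 1 (2.40). The calls did not survive the loss of some single libraries. AK004187 did not pass without control library 1 (log2 fold change 1.40) or 2 (1.56) or SAP library 2 (1.27) or 3 (1.28). AK035396 did not pass without control library 1 (1.75), SAP library 2 (2.22) or SAP library 3 (1.70), and TCONS_00010866 did not pass without SAP library 1 (4.53). AK162674 passed without SAP library 1 alone, with log2 fold changes of 1.21, 1.28 and 1.32 without control libraries 1, 2 and 3 and 1.30 and 0.91 without SAP libraries 2 and 3.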

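The circRNAs were matched to junctions by the primers of Table 1, taking the circle with both primers facing outward and the shortest product across the junction. CircAmy2a5, a circle of an amylase gene on chromosome 3 of mm10 from 113256960 to 113258035, had 8, 5 and 8 junction reads in control libraries 1, 2 and 3 and 0 in every SAP library, at least 6.23-fold lower (edgeR adjusted p = 0.139) against the floor for a group at 0. CircZFP644, on chromosome 5 from 106634831 to 106638635, had 4, 6 and 3 control reads and 0 SAP reads, at least 3.86-fold lower. CircDTNB, on chromosome 12 from 3617606 to 3648389, had 4, 11 and 1 control reads and 0 SAP reads, at least 4.74-fold lower. CircCELA3b, on chromosome 4 from 137404385 to 137423389, had 3, 4 and 1 control reads and 0 SAP reads, at least 2.37-fold lower. CircARHGEF38, on chromosome 3 from 133137266 to 133149650, had 1, 1 and 3 control reads and 0 SAP reads, at least 1.48-fold lower. These 5 were called lower at the study's thresholds. CircSRPK2, on chromosome 5 from 23540375 to 23565265, had 1, 8 and 2 control reads and 0, 1 and 0 SAP reads, and did not pass. By the rule used for Muc3, the CircAmy2a5 junction has 3 near-identical copies of a junction end nearby and lacks AG and GT flanks. The CircCELA3b junction has 2 such copies and has these flanks. For both, linear RNA could give such reads. The other named junctions have these flanks and no such copy. With the minimum of 3 libraries applied to all 6 before 1 was left out, 3, 5 and 4 of the 6 were called without control libraries 1, 2 and 3. CircAmy2a5 and CircDTNB passed in all 6 of these fits, CircZFP644 did not without control library 1, and CircCELA3b did not without control library 1 or SAP library 2. CircARHGEF38 passed only without control library 1 or 2, and CircSRPK2 passed without SAP library 2 (fitted log2 fold change -4.66).

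**Figure D3:**
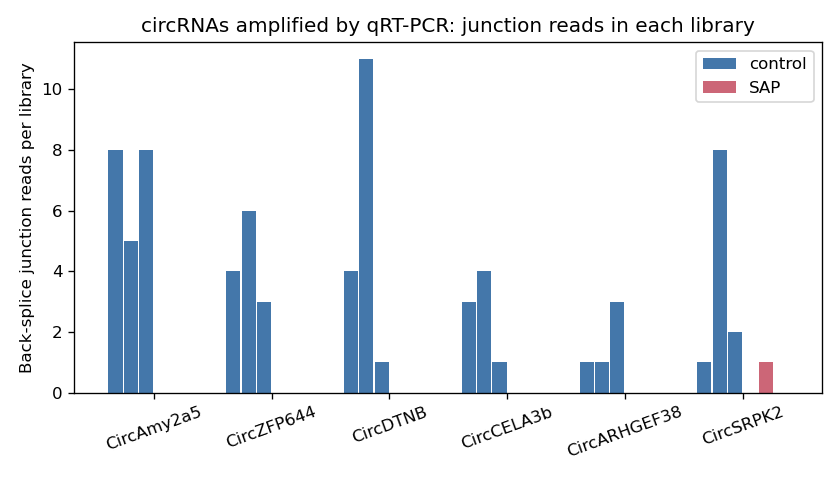
Junction reads per library for the 6 named circRNAs, with 1 bar per control or SAP library. CircDTNB has 4, 11 and 1 reads in the control libraries, and among the SAP libraries only CircSRPK2 has a read, 1 in SAP library 2.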

The primers are listed in Table 1. Therefore, these all proved the accuracy of the microarray results.

**Figure 4:**
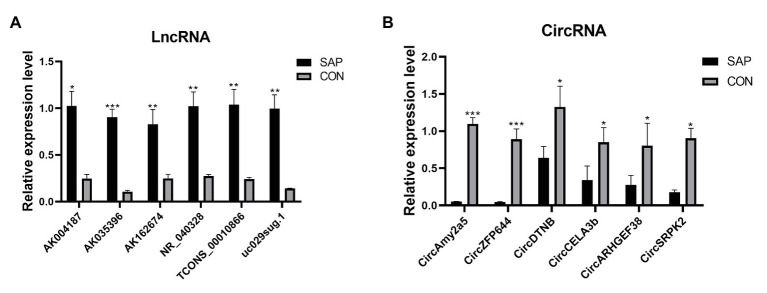
qRT-PCR validation of DELs and DECs in SAP rats compared with matched tissues of control rats. **(A)** The expression level of lncRNA AK004187, AK035396, AK162674, NR_040328, uc029sug.1, TCONS_00010866. **(B)** The expression level of circRNA CircAmy2a5, CircZFP644, CircDTNB, CircCELA3b, CircARHGEF38, and CircSRPK2. ^*^represents *p* < 0.05, ^**^represents *p* < 0.01, and ^***^represents *p* < 0.001.

### GO and KEGG Analysis of Differentially Expressed lncRNAs and circRNAs

The functions of DELs and DECs were analyzed by GO and KEGG. 

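Prkce, which encodes protein kinase C epsilon, was the 1 gene of Golgi membrane of 21 that lay with a lncRNA higher in SAP, where 0.87 was expected (one-sided Fisher's exact test, p = 0.589). Its own mRNA had a log2 fold change of -0.43 (standard error 0.51) and did not pass the study's thresholds. Of 10 genes of clathrin-coated pits and of 10 genes of clathrin-coated vesicles, 0 lay with a higher lncRNA, where 0.41 was expected for each. The cell component with the smallest p was the cell-cell adherens junction, with 3 of 12 genes, Abi2, Cdh1 and Ndrg1, against 0.50 expected (one-sided Fisher's exact test, p = 0.0114, adjusted p = 1). The test set 83 genes with a higher lncRNA against the 2011 genes that lie with any tested lncRNA and carry a cell component term. It covered 202 terms. A gene lies with a lncRNA here when the deposited annotation pairs them, and the intergenic lncRNAs that the paper names have no such gene. The paper searched for coding genes in a window upstream and downstream of its own differentially expressed lncRNAs. The gene sets thus may differ, here and in the function and pathway tests of lncRNAs below.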

The function predictions of GO in DEL focus on CC are related to the formation of Golgi membrane and clathrin vesicle endocytosis. The function predictions focus on MF are related to regulate eukaryotic translation initiation factor 3 (ETIF3) activity, calcium-dependent protein kinase activity, PKC activity and MAPKKK activity (Figure 5A). 

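The molecular function that came nearest to passing was unfolded protein binding, the work of chaperones. Of its 14 genes, 5 lay with a lncRNA higher in SAP, namely the chaperone genes Cct7, Grpel2, Hsp90b1 and Tbce and the ubiquitin ligase gene Syvn1, against 0.59 expected (one-sided Fisher's exact test, p = 0.00018, adjusted p = 0.0669). For MAP kinase kinase kinase activity it was 1 of 9 genes, the stress kinase gene Zak, against 0.38 expected (one-sided Fisher's exact test, p = 0.323). Zak mRNA itself was called higher (log2 fold change 1.34, standard error 0.61, limma unadjusted p = 0.0483), but without 1 library it passed only when SAP library 1 was left out (1.88). Map3k8, a kinase gene of the same class beside the lncRNA NR_040328, was at 0.821 ± 0.738 FPKM (SD, n = 3) in control mice and 2.09 ± 1.18 in SAP mice and did not pass. Camk2b, which encodes a subunit of calcium/calmodulin-dependent protein kinase II on chromosome 11 of mm10 from 5969644 to 6066362, was at 10.3 ± 3.14 and 12.3 ± 2.46 FPKM and did not pass. The lncRNA uc007hxu.1, which overlaps exons of Camk2b on the same strand, was at 9.33 ± 5.90 FPKM in control mice and 1.51 ± 1.35 in SAP mice. It was called lower (log2 fold change -2.43), but not without control library 1 (-1.99) or SAP library 1 (-1.62), and its reads may be shared with the mRNA.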

The GO analysis of DEC showed that the functional predictions of target genes were mainly enriched in CC and MF. Among them, DEC is related to Golgi network transport vesicle membrane and zymogen granules, and participates in serine endopeptidase, hydrolase activity and amylase activity (Figure 5A). 

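Some circRNAs called lower came from genes of secreted products, which include acinar enzymes and mucosal proteins. Ctrb1 (a chymotrypsinogen gene) and Dmbt1 each gave 2 of them, and Cela3b, Amy2a5, Prss2 and Muc6 each gave 1. Of the 30 host genes with a lower circRNA, 6 were on the list of acinar digestive enzymes and other acinar secreted products (the enzyme genes Ctrb1, Cela3b, Amy2a5 and Prss2, and Dmbt1 and Muc6), against 14 of all 167 hosts tested (odds ratio 4.03, two-sided Fisher's exact test, p = 0.0215). Counted as circRNAs rather than as hosts, 8 of 36 lower circles and 91 of all 293 tested came from the list (odds ratio 0.599, Fisher's exact test, p = 0.253). A host counts as lower when any 1 of its circles is lower, and some listed hosts had many circles tested (54 for Dmbt1 and 17 for Ctrb1). The host count can thus pass through the number of circles, and it does not show that listed circles fell more often. This limit holds for every host count that follows. Both counts take the host labels as given. The hosts labelled TCR-beta chain (11 tested circles, 1 lower) and TCRB (6 tested, 2 lower) were counted as outside the list. Some circles labelled TCR-beta chain overlap the Prss2 circle on chromosome 6. Such labels may thus hold circles of listed genes, and counting them as listed was not tested. Among the lower circles of listed hosts, only that of Prss2 had AG and GT flanks and no near-identical copy of a junction end nearby. For circles with such a copy, linear RNA could give the reads. With circRNAs taken from all 6 libraries before 1 was left out, listed hosts numbered 4 of 16, 6 of 24 and 6 of 27 without control libraries 1, 2 and 3 (Fisher's exact test, p = 0.0316, 0.0065 and 0.0124). The count did not pass without SAP library 2 (3 of 25) or 3 (4 of 20, Fisher's exact test, p = 0.443 and 0.0682). Serine-type endopeptidase activity was carried by 3 of the 26 lower hosts with a function term, Cela3b, Ctrb1 and Prss2, against 6 of 155 tested hosts (one-sided Fisher's exact test, p = 0.0596, adjusted p = 0.807).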

KEGG analysis revealed the potential mechanism of DEL and DEC in SAP (Figure 5B). 

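Of 11 genes of the regulation of transient receptor potential (TRP) channels that lie with a tested lncRNA, 1, Prkce, lay with a higher one, against 0.46 expected (one-sided Fisher's exact test, p = 0.377). Trpm4, a calcium-activated cation channel gene of the calcium list on chromosome 7 of mm10 from 45302632 to 45333780, rose from 1.80 ± 1.62 to 7.55 ± 3.89 FPKM (SD, n = 3), a log2 fold change of 2.09 (standard error 0.78). It did not pass the study's thresholds without SAP library 2 (1.77) or 3 (1.91).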

DEL participates in the regulation of inflammatory mediators of TRP channels. The parent gene of DEC might play parts in protein digestion and absorption, pancreatic secretion, regulation of stem cell versatility, and transcriptional disorders.

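The mRNAs of most host genes that could be matched did not fall with their circRNAs. Of 27 hosts of lower circRNAs that matched an mRNA by identifier, 23 were tested, and their median log2 fold change was 0.35, with quartiles of -0.11 and 0.91, against 0.42 for all mRNAs. Prss2 and Dmbt1 were left out, as they are listed at 0 in some libraries and high in others. Ctrb1 mRNA, listed at 0 in all 6 libraries, has no value. The median thus says nothing about these 3 hosts. Among the 23 tested hosts the lowest was Muc6 (-2.12), the 1 whose mRNA was called lower. Muc3 is not among them, because the authors catalogue its 5 circRNAs as intergenic, and its mRNA was called lower as well (-1.78), with all libraries and without any 1. With Muc3 counted as a host, a choice made after seeing the data, 2 of 24 were called lower and the median was 0.35, with quartiles of -0.13 and 0.89. Cela3b mRNA had a log2 fold change of -0.18 (standard error 0.47), Zfp644 mRNA 1.09 (standard error 0.75) and Dtnb mRNA -0.37 (standard error 0.48), and none of these 3 passed. Protein digestion and absorption held 3 of the 6 lower hosts with a pathway, again Cela3b, Ctrb1 and Prss2, against 9 of 54 tested hosts (one-sided Fisher's exact test, p = 0.0512, adjusted p = 0.274). Pancreatic secretion held the same 3, against 11 of 54 (one-sided Fisher's exact test, p = 0.0912, adjusted p = 0.274). With 6 hosts and 6 pathways tested, these counts are small, and they take the host labels as given.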

**Figure 5:**
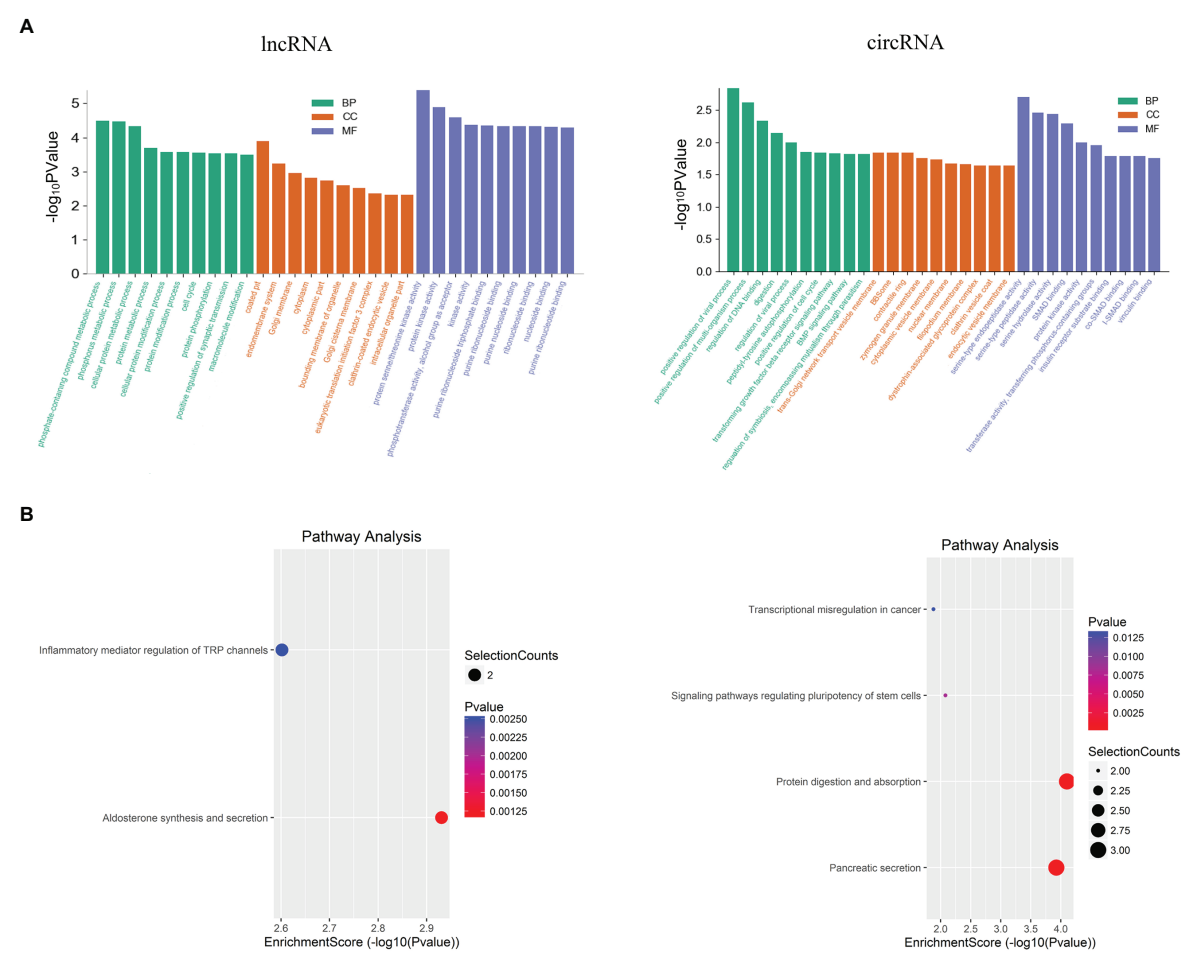
Functional analysis for the differentially expressed mRNAs, lncRNAs and circRNAs. **(A)** GO enrichment analysis for up-regulated mRNAs, up-regulated lncRNAs and the down-regulated circRNAs. Red bars are biological process, green bars are cell component, and blue bars are molecular function. The ordinate is -Log10 *p* value (-LgP). The larger the -LgP value, the smaller the P value, indicating that the enrichment of differentially expressed mRNA/lncRNA/circRNA in a given pathway is more significant. **(B)** KEGG pathway enrichment analysis for up-regulated mRNAs, up-regulated lncRNAs, and for down-regulated circRNAs. Size represents the number of enriched genes, and color indicates the degree of enrichment. Higher enrichment scores correlate with lower *p*-value, indicating that the enrichment of differentially expressed genes in the given pathway is significant.

### Construction of lncRNA/circRNA-miRNA-mRNA Network

LncRNA participates in the regulation of biological processes in different ways. It can directly combine with mRNA to change the spatial conformation of chromatin. As a result, the expression level of mRNA is change (Marchese et al., 2017). It can also be interfered by regulatory molecules. Based on the relationships between lncRNA and mRNA and the role of miRNA as a middle regulatory molecule, we constructed a lncRNA-miRNA-mRNA ceRNA network to predict the functions of DEL and DEM. As shown in the figure below (Figure 6A), the network involves 32 lncRNAs, 186 mRNAs and 133 miRNAs. At the same time, a circRNA-miRNA-mRNA ceRNA network was constructed (Figure 6B), involving 56 circRNAs, 155 mRNAs and 82 miRNAs. Each differentially expressed gene can be associated with one or more miRNAs. For example, lncRNA AK004187 has established connections with 5 miRNAs, including miR-7222-5p, miR-6540-5p, miR-6972-3p, miR-6991-5p, miR-3078-5p. miR-1187 has been connected with 6 circRNAs, including CircDmbt1 and CircZfp644. And CircARHGEF only established a connection with miR-710. 

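AK028540, an intergenic lncRNA on chromosome 13 of mm10 from 114833081 to 114835695, was at 0.199 ± 0.195 FPKM (SD, n = 3) in control mice and 0.929 ± 0.634 in SAP mice. AK028540 did not pass the study's thresholds (log2 fold change 0.95, standard error 0.63), but passed without SAP library 1 (1.38). The lncRNA uc008hmc.1, on chromosome 19 from 41565788 to 41567635, was at 0.991 ± 0.740 and 3.51 ± 0.160 FPKM, higher in every SAP library than in every control library, with a log2 fold change of 1.59 (standard error 0.80) that did not pass. Of the 17 target genes that the text names for these networks, 15 were measured above the limit, 2 were higher and none was lower, 0 when adjusted over the list alone. Their median log2 fold change was 0.03 (camera adjusted p = 0.855), and the study chose them on these samples, so the count is not independent evidence. CircDmbt1, CircErdr1, CircMuc6 and CircTCRB could be matched to no single junction and have no value here, and miRNAs were not analysed here.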

The two networks have multiple common nodes (Figure 6C), such as lncRNA AK162674, lncRNA AK028540, lncRNA uc008hmc.1, CircDmbt1, and CircZfp644, which all interact with miR-1187 to regulate Notch signaling; lncRNA uc029rzf.1, lncRNA uc007jfe.1, CircZfp644 and CircTCRB interacts with miR-6,952 and regulates EPS8; lncRNA AK162674, lncRNA ENSMUST00000128078, CircErdr1, CircDmbt1 and CircMuc6 interact with miR-466i-5p to regulate the expression of Rorc; lncRNA uc007hxv.1, lncRNA ENSMUST00000182761 and CircSrpk2 can link to miR-7081-5p and then affect the expression of Tmem38b to regulate intracellular calcium release. The ceRNA network shows that these lncRNAs and circRNAs can not only independently participate in the regulation of biological processes, but also act as miRNA sponge together to affect downstream gene expression and participate in the occurrence and development of SAP.

**Figure 6:**
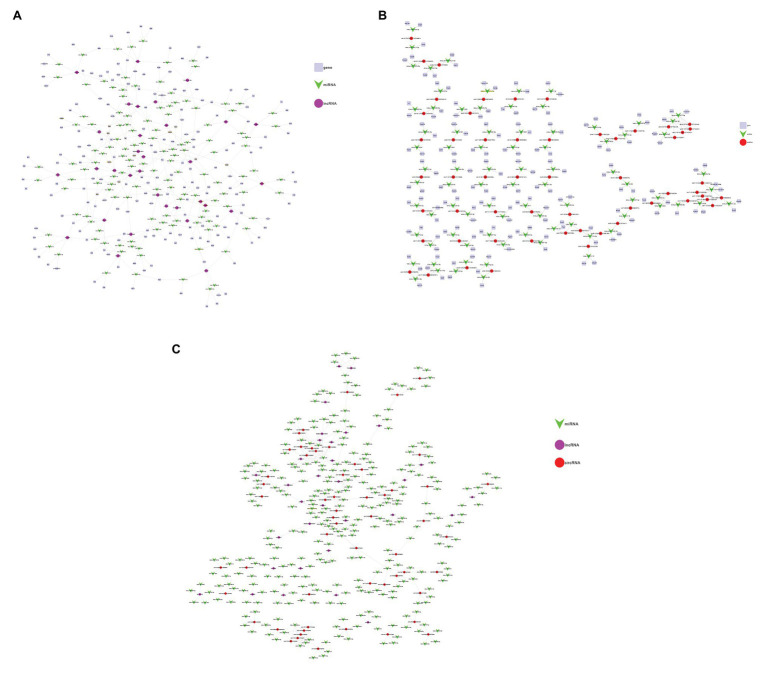
Construction of the lncRNA/circRNA-miRNA-mRNA Network. **(A)** Network analysis of lncRNA-miRNA-mRNA. The square nodes represent mRNA. The triangle node represents miRNA. The round node represents lncRNA. **(B)** Network analysis of circRNA-miRNA-mRNA. The square nodes represent mRNA. The triangle node represents miRNA. The round node represents circRNA. **(C)** Network analysis of lncRNA-circRNA-miRNA. The purple nodes represent lncRNA. The green node represents miRNA. The red node represents circRNA.

### PPI Network and Hub Genes Analysis

When constructing the PPI network, we set the minimum interaction score as 0.900 and calculated the degree to obtain a PPI network with 433 nodes and 1,137 edges (Figure 7A). We copied the module with degree >20 and used the Cytohubba plug-in to calculate the degree again to get the top 24 genes (Figure 7B). The genes with the highest connectivity were hub genes, including Socs3 (degree = 26), Rnf41 (degree = 24), Smurf1 (degree = 23), Mib2 (degree = 21), Ube2z (degree = 21). 

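Of these hub genes, Socs3 was called higher in SAP mice. Socs3, which encodes a feedback inhibitor of cytokine signalling on chromosome 11 of mm10 from 117966079 to 117970047, was at 6.12 ± 4.06 FPKM (SD, n = 3) in control mice and 31.0 ± 30.9 in SAP mice, a log2 fold change of 1.84 (standard error 0.84). It did not pass the study's thresholds without control library 1 (1.27), SAP library 2 (1.74) or SAP library 3 (1.00). The ubiquitin ligase genes Rnf41, at 1.38 ± 1.10 and 2.95 ± 1.20 FPKM, Smurf1, at 2.81 ± 0.931 and 7.84 ± 4.87, and Mib2, at 4.44 ± 2.83 and 8.96 ± 3.70, did not pass, nor did the ubiquitin-conjugating enzyme gene Ube2z, at 10.9 ± 5.87 and 22.4 ± 11.3. Their log2 fold changes were 1.07 (standard error 0.67) for Rnf41, 1.20 (0.59) for Smurf1, 1.11 (0.64) for Mib2 and 1.03 (0.60) for Ube2z. Smurf1 passed without control library 1 (1.37) or SAP library 1 (1.67), and Ube2z without SAP library 1 (1.48). Of the 24 genes in Figure 7B, 10 were higher and none was lower, 0 when adjusted over the list alone, with a median log2 fold change of 1.23 (camera adjusted p = 5.27e-08, and adjusted p = 0.717 with an estimated correlation). Without 1 library the 10 became 7, 10 and 8 (control libraries 1, 2 and 3) and 17, 3 and 1 (SAP libraries 1, 2 and 3). The study chose the 24 on these samples, so this is not independent evidence of their direction. Fbxo32, a ubiquitin ligase gene of muscle wasting on chromosome 15 from 58175879 to 58214932, was higher without any 1 library too, at 0.226 ± 0.115 and 1.70 ± 0.547 FPKM. Idh1, an isocitrate dehydrogenase gene, was at 2.38 ± 0.624 and 12.4 ± 8.62 FPKM and did not pass without SAP library 3 (log2 fold change 1.39). From the degrees in the network, the paper names the top 5 as hub genes.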

In order to clarify the role of differential genes in SAP, we performed GO and KEGG analysis on DEMs It is predicted that the function is mainly enriched in the BP signal transduction, cell communication and the regulation process of stimulus response. 

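Autophagy is the process by which cells digest their own components. Of 29 autophagy genes, 8 were higher and none was lower, 0 when adjusted over the list alone, with a median log2 fold change of 0.78, and 0.42 after median-of-ratios scaling (camera adjusted p = 0.000347, and adjusted p = 0.816 with an estimated correlation). Map1lc3b, which encodes the autophagosome protein LC3B on chromosome 8 of mm10 from 121590361 to 121598760, rose from 33.5 ± 10.4 to 125 ± 69.0 FPKM (SD, n = 3), a log2 fold change of 1.74 (standard error 0.54) that passed without any 1 library too. Ulk1, the kinase gene that starts autophagy, on chromosome 5 from 110784488 to 110810097, rose from 3.41 ± 2.94 to 21.1 ± 18.8 FPKM and did not pass without SAP library 3 (log2 fold change 2.08). Wipi1, a gene of a phosphoinositide-binding autophagy protein, was at 2.00 ± 1.42 and 9.67 ± 6.78 FPKM and did not pass without control library 1 (1.33) or SAP library 2 (1.82) or 3 (1.46). The pre-autophagosomal structure membrane held 6 higher mRNAs of 12, Rb1cc1, Ulk1, Ulk2, Wdr45, Wipi1 and Wipi2, against 0.55 expected (one-sided Fisher's exact test, adjusted p = 0.00187). Pre-autophagosomal structure held 7 of 18 against 0.82 expected (one-sided Fisher's exact test, adjusted p = 0.00187), and autophagosome 8 of 44 against 2.02 (one-sided Fisher's exact test, adjusted p = 0.0852). In the tests of higher mRNAs, the cell component with the smallest p was extracellular space, with 69 higher mRNAs against 36.8 expected (one-sided Fisher's exact test, adjusted p = 0.000168). Fisher's test takes genes as independent, whereas the autophagy list lost its call with an estimated correlation. The p values of these terms are thus likely too small. They also rest on the 607 mRNAs called higher on the deposited scale, against 345 after median-of-ratios scaling. Of 21 genes of the TGF-β pathway, 3 were higher and none lower, 0 when adjusted over the list alone (median 0.73, camera adjusted p = 0.0592, and adjusted p = 0.905 with an estimated correlation). That list passed without SAP library 1 (adjusted p = 0.029) or SAP library 2 (adjusted p = 0.042). Tgfbr3, a co-receptor gene on chromosome 5 from 107106570 to 107289629, was at 2.12 ± 1.71 and 6.87 ± 2.18 FPKM and did not pass without SAP library 2 (log2 fold change 1.48). It was the 1 higher gene of 5 with TGF-β-activated receptor activity (one-sided Fisher's exact test, p = 0.209, adjusted p = 1), and TGF-β receptor binding held 3 of 25, Bmp1, Lrg1 and Tgfbr3 (p = 0.104, adjusted p = 1).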

In CC, functions are highly enriched in autophagy-related processes, which are related to the assembly of autophagic vesicles and the structure of autophagy precursors and participate in the activation of transforming factor β (TGF-β) receptors in MF (Figure 7C). 

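Some target genes of p53 rose, and the lists of endocytosis, MAPK feedback and NF-κB did not pass. Of 22 p53 targets, 6 were higher and none was lower, 0 when adjusted over the list alone (median log2 fold change 1.03, camera adjusted p = 0.00584, and adjusted p = 0.816 with an estimated correlation). Gadd45a, a growth arrest gene on chromosome 6 of mm10 from 67035096 to 67037457, rose from 0.194 ± 0.242 to 2.77 ± 2.43 FPKM (SD, n = 3), a log2 fold change of 2.00 (standard error 0.63) that passed without any 1 library too. The other named members depended on single libraries. Rrm2b did not pass without control library 1 (log2 fold change 0.92), SAP library 2 (1.09) or SAP library 3 (1.30), nor did Trp53inp1 (0.87, 1.71 and 2.02), and Eda2r passed only without control library 3 or SAP library 1. Of 35 endocytosis genes, 1 was higher, 0 when adjusted over the list alone (camera adjusted p = 0.141, and adjusted p = 0.0227 without SAP library 1). It was Stam, a gene of receptor sorting on chromosome 2 from 14074098 to 14149634, at 2.10 ± 1.11 and 8.08 ± 4.83 FPKM, which did not pass without SAP library 3 (log2 fold change 1.26). Of 19 immediate early and MAPK feedback genes, 3 were higher, 0 when adjusted over the list alone (camera adjusted p = 0.263, adjusted p = 0.027 without control library 1, and adjusted p = 0.0158 without SAP library 1). Ier3, an immediate early gene that modulates cell survival, rose from 2.17 ± 0.821 to 17.1 ± 13.8 FPKM and passed without any 1 library too. The other higher members, Junb and Klf6, did not pass without control library 1 (log2 fold change 1.43 and 0.93), control library 3 (1.59 and 1.57), SAP library 2 (1.45 and 1.37) or SAP library 3 (1.06 each). Of 24 NF-κB and cytokine genes, 1 was higher, 0 when adjusted over the list alone (camera adjusted p = 0.854), the neutrophil chemokine gene Cxcl2. It was at 0, 0.139 and 0 FPKM in control libraries and 0.676, 0.523 and 23.1 in SAP libraries, and did not pass without control library 1 (log2 fold change 2.43) or SAP library 3 (1.02). By pathway, NF-κB held 8 of 85 higher mRNAs against 3.77 expected (one-sided Fisher's exact test, p = 0.0338) and p53 6 of 61 against 2.71 (one-sided Fisher's exact test, p = 0.052). MAPK held 13 of 207 against 9.19 (one-sided Fisher's exact test, p = 0.128) and endocytosis 11 of 242 against 10.7 (one-sided Fisher's exact test, p = 0.513). Each of these had an adjusted p = 1 over 288 pathways.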

KEGG analysis showed DEM was involved in endocytosis, P53 signaling pathway, MAPK signaling pathway, and NF-κB signaling pathway (Figure 7D). These results showed that most of the hub genes play a role in different pathogenesis of SAP.

**Figure 7:**
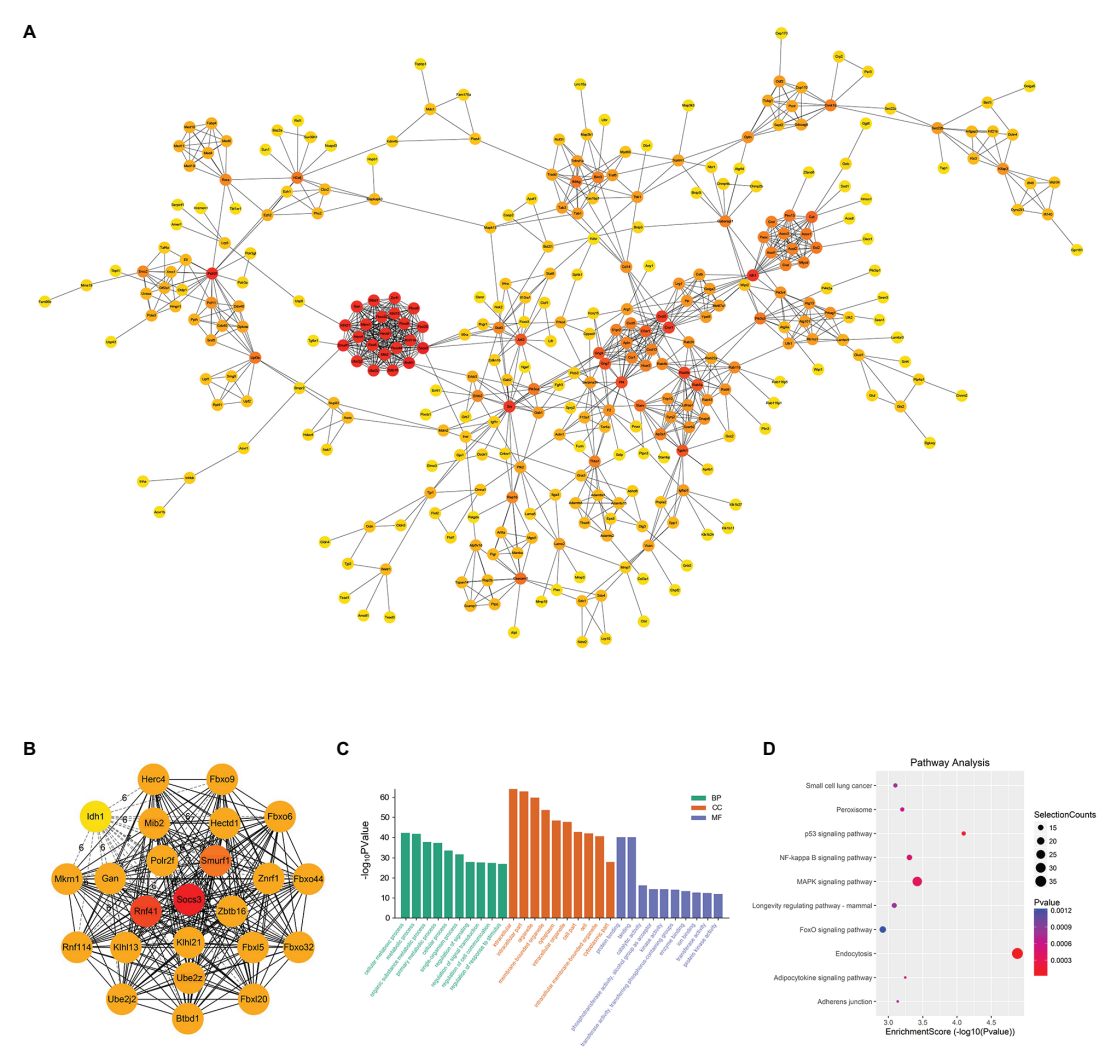
PPI Network and Hub Gene Analysis. **(A)** Import the up-regulated DEMs into the STRING database to build a PPI network with 433 nodes and 1,137 edges. The darker the red of the circle means that the gene has a higher degree and has more connections with other genes; conversely, the closer the color of the circle is to yellow, the less the degree of the gene is, and the less the connection with other genes. **(B)** Recalculate the degree of 24 DEMs with degree >20 and get the top five genes as hub genes. These hub genes are Socs3 (degree = 26), Rnf41 (degree = 24), Smurf1 (degree = 23), Mib2 (degree = 21) and Ube2z (degree = 21). **(C)** GO analysis of DEMs. **(D)** KEGG analysis of DEMs.

## Discussion

In order to explore the underlying function of lncRNA and circRNA in SAP, in this study, we firstly performed the expression profiles of lncRNA, circRNA and mRNA by RNA-seq analysis. In total, we identified 56,348 lncRNAs, 6,350 circRNAs and 22,565 mRNAs. Among them, 46 lncRNAs were up-regulated and 3 lncRNAs were down-regulated, 2 circRNAs were up-regulated and 54 circRNAs were down-regulated, and 1,053 mRNAs were up-regulated and 141 mRNAs were down-regulated. Interestingly, we found that the expression of lncRNAs and mRNAs are consistent in trend, and the main trend is that more transcripts are up-regulated. 

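Of 2427 pairs of a tested lncRNA and a tested mRNA at its locus, counted after seeing the data, 61.0% changed in the same direction, and the Spearman correlation of their log2 fold changes was 0.00. Of 86 pairs with a lncRNA called higher 75 had an mRNA that changed in the same direction, as did 5 of 17 with a lncRNA called lower, where the median of all mRNAs is above 0. With the 103 called lncRNAs of these pairs, 7 mRNAs were called the same way and 3 the other way. The 3 loci that follow are those of lncRNAs with some of the largest changes, and the difference between lncRNA and mRNA was not tested. The transcript uc008zzg.2, which overlaps exons of Ywhag, a 14-3-3 protein gene on chromosome 5 of mm10, in a locus from 135908408 to 135934641, rose from 0.234 ± 0.405 to 5.25 ± 2.34 FPKM (SD, n = 3), a log2 fold change of 3.01 (standard error 0.77). Ywhag mRNA had a log2 fold change of 0.36 (standard error 0.57) and did not pass the study's thresholds. The transcript uc029vac.1, which overlaps exons of the mitophagy kinase gene Pink1, fell from 8.41 ± 2.37 to 1.27 ± 2.21 FPKM, while Pink1 mRNA had a log2 fold change of 0.83 (standard error 0.53). AK142426, opposite the actin gene Actb on chromosome 5 from 142903114 to 142906754, fell from 2.94 ± 1.91 to 0.190 ± 0.329 FPKM, while Actb mRNA had a log2 fold change of -0.07 (standard error 0.44). These 3 lncRNA calls held without any 1 library, and their reads may be shared with the mRNAs. Across all tested transcripts, the median log2 fold change of lncRNAs was 0.33 on the deposited scale, 0.14 after median-of-ratios scaling, 0.08 after quantile normalization and 0.20 without control library 1. Higher in every SAP library than in every control library were 1188 mRNAs and 288 lncRNAs, and lower in every SAP library were 302 mRNAs and 65 lncRNAs, where chance places 10% of transcripts in either class. The paper proposes that the shared trend may come from the likeness of lncRNAs and mRNAs and from direct regulation.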

Feng et al. also found that the expression trends of lncRNAs and mRNAs are consistent when they predicted endometrial receptivity by analyzing co-expression of lncRNAs-mRNAs (Feng et al., 2018). The reason may be that lncRNAs and mRNAs are similar, related and can be directly regulated (Zhang et al., 2019a). Then, we selected 6 lncRNAs from the most up-regulated lncRNAs and 6 circRNAs from the most down-regulated circRNAs for qRT-PCR low-throughput verification, and the results were consistent with the sequencing results. Importantly, in lncRNA/circRNA-miRNA-mRNA ceRNA networks, we found that these DEMs, DELs and DECs are involved in the key process of SAP, such as apoptosis pathway and calcium channel regulation. It indicated that ncRNAs may play an important role in SAP. In the PPI network, the GO and KEGG analysis of the top five hub genes showed these hub genes were mainly involved in inflammation regulation pathways, cell polarization processes, apoptosis and Notch pathways, and these mechanisms were all closely related to the occurrence of SAP. Our findings may provide new insights into understanding the function of mRNA/lncRNA/circRNA in the pathophysiology of SAP.

Currently, a number of accumulating evidence suggests that ncRNAs, especially lncRNAs and circRNAs, play an important role in process of many diseases *via* different ways, such as coronary artery disease (Li et al., 2018), inflammatory bowel disease (Liu et al., 2018), ankylosing spondylitis (Li et al., 2017), kidney injury (Liu et al., 2019), pancreatic cancer (Deng et al., 2018a). Firstly, lncRNA participates in important signal transduction pathways by binding to proteins, interfering with the action of protein-modifying enzymes, and activating dependent kinase activity. For example, in PTEN-deficient prostate cancer, lncRNA PCAT1 directly binds to FKBP51 and replaces PHLPP in the PHLPP/FKBP51/IKKα complex, thereby activating AKT and NF-κB signals and accelerating the progression of the disease (Shang et al., 2019). Besides, lncRNA NKILA can bind to NF-κB/IκB and inhibit IKK-mediated phosphorylation of IκB by directly masking/covering phosphorylation sites (Liu et al., 2015). And Sang et al. found that lncRNA CamK-A activated calmodulin-dependent kinase PNCK under hypoxic conditions, which in turn caused IKBa phosphorylates and triggered the calcium-dependent nuclear factor NF-κB, finally resulting in the inflammatory response (Sang et al., 2018). Secondly, lncRNA can act as a sponge of miRNA to regulate target mRNA. Li and his colleagues determined the role of lncRNA as an autophagy promoting factor (APF) in myocardial infarction. They found that lncRNA APF reduced the inhibitory effect of miR-188-3p on the target autophagy-related protein 7(ATG7) by sponging miR-188-3, and then promoted autophagy and cell death (Wang et al., 2015). In this study, we found that lncRNA as a sponge of miRNA mainly participates in the progress of SAP through regulation of acinar cell apoptosis and calcium release. 

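Bmf, which encodes a BH3-only activator of apoptosis on chromosome 2 of mm10 from 118528757 to 118549687, was at 1.03 ± 0.825 FPKM (SD, n = 3) in control mice and 9.94 ± 12.2 in SAP mice. Its log2 fold change of 2.21 (standard error 0.89) passed the study's thresholds, but not without control library 1 (1.61) or SAP library 3 (1.21). Gab1, an adaptor gene of growth factor signalling on chromosome 8 from 80764438 to 80880519, was at 2.07 ± 1.37 and 4.64 ± 2.35 FPKM and did not pass (log2 fold change 1.04, standard error 0.64). Of 22 apoptosis regulators, 3 were higher and none was lower, 0 when adjusted over the list alone (camera adjusted p = 0.473, and adjusted p = 0.0326 without SAP library 1). Besides Bmf they were the death activator gene Bik, at 0.461 ± 0.414 and 1.63 ± 0.388 FPKM, and the survival gene Mcl1, at 23.7 ± 8.65 and 50.7 ± 19.2. Mcl1 did not pass without control library 1 (0.76) or 3 (1.20) or SAP library 2 (1.19) or 3 (0.80). Bik passed without control library 2 alone, with log2 fold changes of 0.83 and 1.38 without control libraries 1 and 3 and 1.17, 1.15 and 1.40 without SAP libraries 1, 2 and 3.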

On the one hand, in the lncRNA ceRNA network, lncRNA AK004187 acts as a sponge of miR-6991-5p to regulate the target gene Bmf, and lncRNA uc029sug.1 acts as the sponge of miR-1968-3p to regulate Gab1. It has confirmed that Bmf can function as apoptosis activator (Hayakawa et al., 2016) and Gab1 can plays a central role in cell growth, transformation and apoptosis (Zhang et al., 2019b). Reportedly, apoptosis has protective effects on SAP (Luo et al., 2020). Therefore, we speculate that lncRNA AK004187 and lncRNA uc029sug.1 could influence the severity of the disease by regulating the apoptosis of acinar cells in SAP. On the other hand, pathologically elevation of Ca^2+^ concentration in acinar cells is a central event in AP, which mediates pro-cell death and pro-inflammatory pathways. Cabral et al. found that Tmem38b gene could maintain intracellular calcium release (Cabral et al., 2016). 

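Tmem38b, which encodes a potassium channel of the endoplasmic reticulum that aids calcium release, lies on chromosome 4 of mm10 from 53826045 to 53862019. It was at 2.13 ± 1.16 FPKM (SD, n = 3) in control mice and 5.65 ± 3.90 in SAP mice and did not pass the study's thresholds (log2 fold change 1.16, standard error 0.64). The lncRNA uc007hxv.1, opposite an intron of Camk2b on chromosome 11, was at 398, 474 and 342 FPKM in control libraries 1, 2 and 3 and 139, 2020 and 1780 in SAP libraries 1, 2 and 3. The change of 0.99 on the log2 scale (standard error 0.96) did not pass, but passed without SAP library 1 (2.24). ENSMUST00000182761, an intergenic transcript on chromosome 8 from 117210777 to 117215997, was at 0.441 ± 0.405 and 2.54 ± 1.65 FPKM and was called higher (log2 fold change 1.63, standard error 0.74). It did not pass without control library 1 (1.28) or 3 (1.66) or SAP library 2 (1.57) or 3 (1.23). Of 25 genes of calcium handling, 1 was higher, 0 when adjusted over the list alone (median 0.34, camera adjusted p = 0.944). Orai1, which encodes the plasma membrane channel of store-operated calcium entry, was at 2.00 ± 0.235 and 4.21 ± 0.340 FPKM, higher in every SAP library than in every control library, and did not pass (log2 fold change 0.91, standard error 0.50).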

In lncRNA ceRNA network, lncRNA uc007hxv.1 and lncRNA ENSMUST00000182761 both can act as sponges of miR-7081-5p, regulating the expression of Tmem38b and the release of intracellular calcium.

In addition, we found that lncRNA is also involved in other pathways in our results. LncRNA AK162674 and lncRNA ENSMUST00000128078 act as sponges of miR-466i-5p to regulate the expression of Rorc. 

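ENSMUST00000128078 (gene Gm11496), an intergenic lncRNA on chromosome 11 of mm10 from 88993039 to 88996544, was listed at 0 in the control libraries and was at 0.263, 2.60 and 1.03 FPKM in SAP libraries 1, 2 and 3. It was called higher at the study's thresholds, but not without control library 2 or 3 (fitted log2 fold change 1.62 each) or SAP library 2 (1.11).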

The Rorc gene is a part of the molecular cascade that regulates insulin secretion in pancreatic β-cells. Silencing Rorc by siRNA in INS-1 (832/13) cells leads to a significant down-regulation of insulin mRNA expression and insulin secretion (Taneera et al., 2019). We speculated whether the effect of lncRNA on Rorc gene expression has a potential therapeutic effect on pancreatic endocrine disorders. Of note, we found that lncRNA uc029rzf.1, lncRNA ENSMUST00000182761 and lncRNA TCONS_00027293 can regulate the expression of epidermal growth factor receptor (EGFR), epidermal growth factor receptor pathway substrate (EPS) and transforming growth factor beta (TGF-β) genes. 

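Egfr, the receptor gene for epidermal growth factor on chromosome 11 of mm10 from 16752203 to 16918158, was at 12.5 ± 8.49 FPKM (SD, n = 3) in control mice and 9.74 ± 4.75 in SAP mice (log2 fold change -0.16, standard error 0.65). Tgfb1, a gene of transforming growth factor beta on chromosome 7 from 25687002 to 25705077, was at 13.4 ± 4.38 and 12.3 ± 4.92 FPKM (log2 fold change -0.13, standard error 0.50). Tgfb2, at 0.567 ± 0.452 and 0.503 ± 0.107 FPKM, and Tgfb3, at 1.55 ± 0.555 and 1.65 ± 0.964, each had a log2 fold change of 0.02. None of these 4 genes passed the study's thresholds, with all libraries or without any 1. The lncRNA uc029rzf.1, on chromosome 13 from 21764228 to 21767331, was at 0.0795, 0.690 and 0.245 FPKM in control libraries and 0.0324, 5.22 and 26.3 in SAP libraries 1, 2 and 3. It was called higher (log2 fold change 2.44, standard error 1.08), but not without control library 1 (2.20), SAP library 2 (2.24) or SAP library 3 (1.12). TCONS_00027293, an intergenic lncRNA on chromosome 6 from 31092882 to 31093584, was at 0, 0.442 and 0.541 FPKM in control libraries and 0, 5.78 and 3.08 in SAP libraries. TCONS_00027293 did not pass (log2 fold change 1.51, standard error 0.86), but passed without SAP library 1 (2.59).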

EPS contains a PH domain and an SH3 domain. Although its exact role has not been determined, it works as part of the EGFR pathway involved in cell proliferation (Ding et al., 2008). LncRNA uc029rzf.1 can directly act on EPS, while lncRNA ENSMUST00000182761 regulates EPS8 through sponging miR-7092-3/being a miR-7092-3 sponge. TGF-β can regulate cell proliferation, differentiation and growth and expression and activation of other growth factors (including interferon gamma and tumor necrosis factor alpha) and exerts an important impact on tumors and inflammatory diseases (Tözser et al., 2015). LncRNA TCONS_00027293 acts as a sponge of miR-574-3p to regulate the expression of TGF-β to affect the occurrence of tumors. However, the specific role of these lncRNAs in SAP needs to be further studied.

Importantly, lncRNA and circRNA can both regulate the expression of genes *via* sponging miRNA. We found that these two networks share two important nodes, Notch signaling and EPS signaling, in SAP by establishing the lncRNA/circRNA-miRNA network. 

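Genes of Notch signalling did not differ from other genes as a list. Of 21 Notch pathway genes, none was higher or lower at the study's thresholds in limma, and 0 passed when adjusted over the list alone (median log2 fold change 0.37 on the deposited scale and -0.03 after median-of-ratios scaling, camera adjusted p = 0.855). The receptor gene Notch1, on chromosome 2 of mm10 from 26457903 to 26516663, was at 23.9 ± 7.92 FPKM (SD, n = 3) in control mice and 34.4 ± 19.3 in SAP mice (log2 fold change 0.37, standard error 0.55). The other receptor genes Notch2, Notch3 and Notch4 had log2 fold changes of 0.03 (standard error 0.53), -0.04 (0.50) and 0.03 (0.66). The coactivator gene Maml1 was at 4.17 ± 0.355 and 7.09 ± 2.95 FPKM (log2 fold change 0.62, standard error 0.52). Ncstn, which encodes a part of the protease that releases active Notch, was at 10.3 ± 4.11 and 15.6 ± 5.56 FPKM. No receptor gene passed without any 1 library either.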

The first is Notch. Notch signaling is an evolutionarily conserved intercellular signaling pathway, which can regulate the interaction between physically adjacent cells by combining Notch family receptors with their cognate ligands. The encoded pre-protein undergoes proteolysis in the anti-Golgi network to generate two heterodimers to form the polypeptide chains of mature cell surface receptors. This receptor plays a role in the development of many cell and tissue types (Zhang et al., 2019c). lncRNA AK162674 and CircDMBT1 can act as sponges of miR-1187 and regulate Notch signaling. The second is EPS. Both CircZFP644 and lncRNA uc007jfe.1 can be used as ceRNA to competitively bind with miR-6952-3p to regulate EPS. 

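Eps8, which encodes a substrate of the epidermal growth factor receptor that shapes actin, lies on chromosome 6 of mm10 from 137477245 to 137654876. It was at 3.94 ± 1.43 FPKM (SD, n = 3) in control mice and 8.17 ± 5.25 in SAP mice and did not pass the study's thresholds (log2 fold change 0.76, standard error 0.63), but passed without SAP library 1 (1.41). The lncRNA uc007jfe.1, an intergenic transcript on chromosome 11 from 59921498 to 59921889, was listed at 0 in all control libraries and was at 2.73, 1.83 and 4.08 FPKM in SAP libraries 1, 2 and 3. It was called higher with all libraries and without any 1 of them.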

From these data, it can be inferred that lncRNA and circRNA may involve in the pathogenesis of SAP together.

Of course, circRNA can also be combined with miRNA alone to regulate downstream target genes. Our previous study has found that CircZFP644 may act as a sponge for miR-21-3p and regulate its target genes, ultimately leading to the occurrence of necrotizing pancreatitis (Yang et al., 2020). In circRNA-miRNA-mRNA ceRNA network, we found that CircZFP644, CircDTNB, and CircARHGEF participate in the development of SAP by regulating calcium signal transduction, and CircSRPK2 participates in the development of SAP by regulating apoptosis and autophagy. 

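Cdh22, which encodes a cadherin, a calcium-dependent adhesion protein, lies on chromosome 2 of mm10 from 165111507 to 165234853. It was at 0, 0.203 and 0 FPKM in control libraries 1, 2 and 3 and at 0.0406, 0.196 and 0 in SAP libraries 1, 2 and 3. No library reached the study's limit of 0.5 FPKM, so the gene was not tested, and a change was not detectable at this depth.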

CircZFP644 can act as a sponge of miR-6929-3p to regulate the target gene Cdh22, which encodes cadherin (Kelly et al., 2018). 

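Calb1, which encodes the calcium-binding protein calbindin, lies on chromosome 4 of mm10 from 15881264 to 15908064 and was listed at 0 in all 6 libraries. It was not tested, and no change could be seen. Ctrb1, an enzyme gene that gave circRNAs, is listed at 0 in all 6 libraries too. Such a 0 can be a failed estimate, so it does not show that Calb1 was absent.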

As the sponge of miR-6938-3p, CircDTNB could regulate Calb1 to play the role in calcium-binding proteins including calmodulin and troponin (Cao et al., 2019). At the same time, CircARHGEF acts as a sponge of miR-710 to regulate Atp2c1, thereby affecting calcium ion transport (Deng et al., 2018b). However, the roles of CircZFP644, CircDTNB, and CircARHGEF involved in SAP pathological calcium signal transduction still needs further verification. 

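Atp2c1, which encodes the calcium pump of the Golgi on chromosome 9 of mm10 from 105403539 to 105527319, was at 6.35 ± 2.36 FPKM (SD, n = 3) in control mice and 10.4 ± 2.78 in SAP mice. Its log2 fold change of 0.69 (standard error 0.50) did not pass the study's thresholds, with all libraries or without any 1 of them. The mRNA of Arhgef38, the host of the circRNA, had a log2 fold change of 0.87 (standard error 0.54) and did not pass.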

Gulp1 is an adaptor protein necessary for cell phagocytosis and apoptosis (Maldonado et al., 2018). CircSRPK2 acts as a sponge of miR-653-3p to regulate Gulp1, which may have a potential effect on apoptosis in SAP.

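Gulp1, which encodes an adaptor for the engulfment of dying cells, on chromosome 1 of mm10 from 44551511 to 44796838, was at 0, 0.0659 and 0.803 FPKM in control libraries 1, 2 and 3 and at 0.159, 0.100 and 0.0907 in SAP libraries 1, 2 and 3. Its log2 fold change of -0.22 (standard error 0.45) did not pass the study's thresholds, and 1 library, control library 3, was above 0.5 FPKM. Srpk2 mRNA, from the host gene of the circRNA, had a log2 fold change of 0.16 (standard error 0.52) and did not pass.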

Additionaly, we constructed a PPI network and screened out 5 hub genes in the DEMs that were up- regulated in the SAP group, which may play a key role in SAP. These hub genes were Socs3, Rnf41, Smurf1, Mib2, and Ube2z. Some studies had shown that pancreatitis-associated protein (PAP) was found in the pancreatic juice of AP rats, which can activated the expression of Socs3 through JAK/STAT3-dependent pathways to exert anti-inflammatory effects (Closa et al., 2007). At the same time, Socs3 deficiency promotes the polarization and inflammation of M1 macrophages (Qin et al., 2012). Moreover, Rnf41 can also function through the activated JAK-STAT pathway, acting as a key regulator of cytokine receptors to maintain the level of basic cytokine receptors (Wauman et al., 2011; De Ceuninck et al., 2013). Cao et al. reported that Smurf1 was associated with a number of important biological pathways, such as the Wnt pathway, cell division, cell growth, and autophagy (Cao and Zhang, 2013). And these biological pathways were related to the occurrence of SAP. Mib2 can enhance NF-κB signaling in inflammatory response by promoting ubiquitin-dependent CYLD degradation in the Notch pathway (Uematsu et al., 2019). According to reports, Ube2z was a member of ubiquitin-conjugating enzymes and was involved in a variety of biological processes. Reportedly, Ube2z may promoted hepatocellular carcinoma process by targeting ERK and stat3 signaling pathways (Shi et al., 2020). More importantly, the results of GO and KEGG analysis in this study show that the most important GO and KEGG terms related to the up-regulated DEMs are also related to inflammation regulation pathways, endocytosis, cell interaction and Notch pathways. These results suggest that these genes play an important role in the pathogenesis of SAP.

Furthermore, in GO and KEGG analysis of DELs and DECs, they are enriched in these pathways, including calcium regulation signaling pathway, NF-κB signaling pathway, autophagy and protein digestion and absorption process, suggesting that lncRNA and circRNA may involve in the pathogenesis of SAP. The dysregulation of the calcium-regulated signaling pathway is the central event that occurs in SAP and mediates the activation of the NF-κB signaling pathway (Berry et al., 2018). At the same time, in SAP, NF-κB is the core molecule that links the initial acinar damage with systemic inflammation and continues inflammation (Jakkampudi et al., 2016). The unobstructed autophagy process is the basis for cells to maintain their metabolic functions, and the abnormal autophagy can cause autophagic vesicles to accumulation and lysosome inactivation. Acinar cells are highly efficient in protein production, and are easily affected by the endoplasmic reticulum stress, finally leading to unfolded protein response and so on (Wu et al., 2016). What’s more, endoplasmic reticulum stress (Biczo et al., 2018) and unfolded protein response (Meyerovich et al., 2016) all promote the progress of SAP. These reports and our results also suggest that lncRNA and circRNA play important roles in the pathogenesis of SAP.

All in all, our research provides a preliminary overview of the differentially expressed lncRNA, circRNA and mRNA in SAP for the first time, which may provide novel insights into understanding the pathogenesis of SAP and help seek new therapeutic targets and provide ideas for clinical treatment. The lncRNA/circRNA-miRNA-mRNA ceRNA network and the PPI network only provide us with possible mechanisms to understand SAP, but further *in vivo* and *in vitro* experiments are urgently needed to study and confirm the role of lncRNA and circRNA in SAP.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161945.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee at the General Hospital of Western Theater Command.

## Author Contributions

HS, LT, BW, and JW conceived and designed the study. QH constructed the SAP model. XY, YY, WJ, and YW conducted experiments and analyzed the data. BW and JW wrote the main manuscript and prepared all table and figures. LT and HS carefully reviewed and proofread the manuscript. All authors have reviewed the manuscript before submitting it and approved the final version of the manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

^1^http://www.geneontology.org

How the deposited data were processed for this re-analysis (not part of the article)

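The samples are 3 control and 3 SAP mice, 1 library each, so replicates are separate animals. The authors trimmed reads with cutadapt and aligned them to UCSC mm10 with Hisat2, after CASAVA had made the reads. The library type given to Cuffdiff, which decides strands, is not given in the sources used here.

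FPKM values of mRNA genes and lncRNA transcripts were computed by the authors with Cuffdiff, guided by an Ensembl annotation, and used here as deposited. The expected counts of the same genes and transcripts were deposited beside them: they are fragments divided by 1 size factor per library, so most are whole multiples of 1 step, and they were used only to recover fragments. The counts of back-splice junction reads of circRNAs were made by the authors with STAR and DCC, and circRNAs were annotated with CIRI and carry circBase identifiers where known. The log2 values of circRNAs were deposited by the authors as junction reads scaled by mapped reads, with a count of 0 set to 0.1, and served here to recover the scale of each library and for the limma alternative. Values of Cuffdiff that are near 0 but not 0 were kept as deposited.

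The mRNA values hold 22565 entries and the lncRNA values 56348. In each of the 2, 1 entry holds no values and is not reported here. A lncRNA transcript entered several times, at most 141 times, has the same values each time and was used once. On more than 1 mRNA entry were 79 symbols, and these were kept as separate genes. Biological process terms were not tested, as 1389 cells of them and 1 cell of molecular function terms hold no term.

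Some genes are listed at 0 in 1 library and above 100 FPKM in another, 15 mRNAs and 15 lncRNAs, among them Prss1, Prss2, Prss3, Try4, Try5, Dmbt1 and Amy2a3. Such a 0 can be a failed estimate, so these genes are given per library, and an alternative leaves them out. The same rule takes Saa3, whose zeros may be real.

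The tests, thresholds, gene lists and most alternatives were set before the data were examined. Exploratory fits were run before the final scripts, and 14 settings, the estimated correlation of the added lists in 2 more fits and 4 gene lists were added after values had been seen. Genes are named by a rule: every RNA that the paper names or prints in Figure 7B, the 8 mRNAs, 4 lncRNAs and 4 circRNAs with the largest change in each direction among those past the study's thresholds and wholly apart between groups, up to 4 members of each list with the smallest p, and the 5 mRNAs with the highest mean. The circRNAs named in the paper were matched by coordinates through their primers, which had to match exactly. Copies of junction ends were searched with at most 3 mismatches. A circRNA at 0 in a whole group is given a lower limit on its fold change from a floor of 3 counts.

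mRNAs and lncRNAs were fitted with limma (3.58.1), with a trend in the variance, and circRNAs with edgeR (4.0.16), with DESeq2 (1.42.0) as an alternative, in R 4.3.3. Lists of at least 5 measured genes were tested with camera. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9 did the rest. Each comparison was repeated without each library in turn, with other scalings and with 10 splits of the libraries. In the self-test 2 and 5 of 30 circRNAs changed by 2 and 3 on the log2 scale passed the adjusted p in edgeR. That simulation, too, drew circRNAs independently.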

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

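The genes here were singled out by a rule set before the data were examined: among mRNAs that the paper does not discuss, those with the largest rise that were higher in every SAP library than in every control library.

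The log2 fold changes were 6.09 for Lcn2 (lipocalin 2), 5.42 for Saa3 (serum amyloid A 3), 4.56 for Cldn4 (claudin 4), 4.31 for Pdk4 (a mitochondrial kinase), 4.00 for Lrg1 (a secreted glycoprotein), 3.84 for Rpl41 (a ribosomal protein), 3.84 for S100a8 (calprotectin) and 3.73 for Serpina3n (a protease inhibitor). All passed the study's thresholds without any 1 library, and none had an adjusted p under 0.05 over all genes in limma. Lcn2, Saa3, Lrg1, S100a8 and Serpina3n are genes of the acute phase and of neutrophils.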

How the results depend on the processing

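The alternatives were set before the data were examined unless marked as added. Why a value moved is outside these tests, and the cause was not tested.

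mRNAs past the adjusted p numbered 0 and became 2257 with array weights, a fit that stopped before it converged, and 0 to 3 with 1 library left out. Those past the study's thresholds numbered 714 and became 2182 with array weights, 1455 with a replicate block, and 214 to 1499 with 1 library left out. Blocks rest on replicate numbers, which did not pair the mice: the correlations of same-numbered control and SAP libraries were 0.027, 0.078 and -0.117, against 0.151 for control 3 and SAP 2.

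lncRNAs past the adjusted p numbered 0 and became 28 with edgeR on recovered fragments (added) and 0 to 6 with 1 library left out. Past the study's thresholds there were 140, with 71 when 3 libraries had to be above 0.5 FPKM, 84 with median-of-ratios scaling, 233 with array weights, 242 with edgeR on recovered fragments (added), 318 with each entry counted (added), and 82 to 246 with 1 library left out.

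circRNAs past the adjusted p numbered 2, with 44 with limma, 0 with an equal-variance test (added), and 0 to 3 with 1 library left out. There were 29 when found in all 6 libraries or all 3 of a group. That filter uses the groups and kept mostly circRNAs of the control libraries, which favours lower calls. Past the study's thresholds there were 43, with 25 without a filter, 12 with a replicate block, 21 with DESeq2, and 3 to 53 with 1 library left out. The low ends come from leaving out a control library, which removes every circRNA found only in the 3 control libraries before the test. With the filter on all 6 libraries (added), leaving out 1 library gave 2 to 4 and 23 to 43.

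Of 26 lists 11 passed, 0 with an estimated correlation and 8 to 18 with 1 library left out. The ribosomal protein list reversed, from higher to lower, with median-of-ratios scaling without control library 1 (added, adjusted p = 0.0353).

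Shared mRNAs were 91.0%, and 88.2% above 0.5 FPKM, 76.5% in all 3 libraries and 89.1% by group mean. With the limit of 0.5 FPKM and over every feature, found or not (added), it was 52.3%. For lncRNAs 68.7% became 47.2%, 44.1%, 47.7% and 5.53% (added) in that order, and for circRNAs 5.5% became 23.3% in all 3 libraries.

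Genes of the acinar list among hosts of lower circRNAs numbered 6, with 8 when each circRNA was counted once, which reversed the odds, and 0 to 8 with 1 library left out, reversed at 0 without control library 1 or 3, where the filter left 2 and 3 hosts. With the filter on all 6 libraries (added) it was 3 without SAP library 2, 4 without SAP library 3 and 4 to 7 otherwise. With circRNAs past the adjusted p there was no host to test. A host with more circles tested has more chances to be counted, and listed hosts such as Dmbt1 had many. These counts take the host labels as given, with TCR-beta chain and TCRB outside the list. Not run were the authors' own p values, which were not used here, and, as the junction reads are whole counts, recovered junction reads and a pseudocount of 1 for circRNAs.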

Differences from the paper's values

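Counts are set against those of the paper where they lie more than 1.5-fold apart. For mRNAs and lncRNAs the paper used the fold change and p of Cuffdiff, which were not used here. The thresholds are thus the same but the test and the scale of the fold change are not. Alternatives were set before the data were examined unless marked as added after seeing values.

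The paper gives 1194 differentially expressed mRNAs, 1053 of them higher, and here there were 714, 607 of them higher. A replicate block (1455, 1336 higher) and leaving out control library 2 (1267, 1176 higher), control library 3 (978, 855 higher) or SAP library 1 (1499, 1381 higher) came within 1.5-fold of both values, and edgeR on recovered fragments without control library 1 (added) came within it for the total (835). The other scalings, filters and tests did not.

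The paper gives 49 differentially expressed lncRNAs, 46 higher and 3 lower, and here there were 140, 115 higher and 25 lower. The total came within 1.5-fold when 3 libraries had to be above 0.5 FPKM (71), and the higher count then (58), with median-of-ratios scaling (58), with quantile normalization (61) and without control library 1 (48). No setting came within it for the 3 lower lncRNAs. With the filter on 3 libraries, 5 of the 14 lncRNAs that the paper names were called and 9 were dropped.

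The paper gives 5% of lncRNAs as shared, and here 68.7% of detected transcripts were. No alternative set before the data were examined came within 1.5-fold. Counting the 1744 transcripts above 0.5 FPKM in both groups over all 31549, found or not (added), gave 5.53%. That count changes both the limit of detection and the base. The paper's 56348 identified lncRNAs are entries, which describe 31549 transcripts.

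For circRNAs the counts lay within 1.5-fold. An equal-variance test on the deposited log2 values without a filter, added after seeing values, gave the paper's 56, with 2 higher and 54 lower, and dropped 0 of the 6 named circRNAs.

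Of the 24 genes in Figure 7B, 10 were called. Rnf41 and Klhl13 were called in no setting. Smurf1 was called with array weights, without control library 1, without SAP library 1 and, among those added, with median-of-ratios scaling or edgeR on recovered fragments without control library 1. Mib2 was called with a replicate block, and Ube2z with a replicate block and without SAP library 1. Herc4 was called with array weights, a replicate block and without SAP library 1, Fbxo6 with these 3 and without a filter, and Fbxo44 with array weights and without SAP library 1. Fbxl5, Btbd1 and Ube2j2 were called with a replicate block and without control library 3, Ube2j2 also without control library 2. Mkrn1 was called with array weights, without control library 1, without SAP library 1 and in the added settings on recovered fragments or on median-of-ratios scaling without control library 1. Of the 24, a replicate block called 18 and dropped 6, array weights and leaving out SAP library 1 each called 17 and dropped 7, leaving out SAP library 2 called 3, leaving out SAP library 3 called 1, leaving out control library 1, 2 or 3 called 7, 10 and 8, and edgeR on recovered fragments without control library 1 (added) called 7 and dropped 17.

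Of the 14 lncRNAs that the paper names, 8 were called, with 3, 5 and 6 without control libraries 1, 2 and 3, 11, 3 and 3 without SAP libraries 1, 2 and 3, and 4 after median-of-ratios scaling. NR_040328, AK028540, uc007hxv.1 and TCONS_00027293 were called without SAP library 1 alone, where 11 were called and 3 dropped. The transcript uc029sug.1 was called with a pseudocount of 0.1, robust variances, without control library 3, without SAP library 2 and with edgeR on recovered fragments (added), which dropped 9. The transcript uc008hmc.1 was called with a pseudocount of 1, without a filter, without a variance trend and when 3 libraries had to be above 0.5 FPKM. The paper calls CircSRPK2 lower. Here it was called when found in all 6 libraries or all 3 of a group, with limma and without SAP library 2. The filter on all 3 of a group uses the groups, and CircSRPK2 entered it through the control libraries. Among the settings added, CircSRPK2 was called with the equal-variance test and with the filter on all 6 libraries and SAP library 2 left out.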

Other observations

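Several genes of the intestinal wall were lower in SAP tissue. Muc2, a gene of secreted mucus, was at 3.74, 2.42 and 0.506 FPKM in control libraries 1, 2 and 3 and 0, 0.106 and 0.132 in SAP libraries, a log2 fold change of -2.01 (standard error 0.58). Muc3, a membrane mucin gene, was at 2.45, 1.75 and 0.266 FPKM and Itln1, a gene of an intestinal lectin, at 8.72, 0.756 and 0.229, and both were listed at 0 in the SAP libraries. Actg2, an actin gene of smooth muscle, fell from 3.23 ± 0.596 to 0.468 ± 0.533 FPKM (SD, n = 3). Clock genes moved in both directions, with Per3 up from 0.477 ± 0.367 to 3.92 ± 1.85 FPKM, Nr1d2 up at a log2 fold change of 1.92 (standard error 0.55) and Npas2 down from 0.995 ± 0.354 to 0.0672 ± 0.0615.

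The 4 lists behind these genes were drawn up once the genes with the largest changes were known, so their p values are descriptive. Of 27 small intestine genes 7 were lower, 4 when adjusted over the list alone (camera adjusted p = 5.31e-16, and adjusted p = 0.0832 with an estimated correlation). Of 9 smooth muscle genes 1 was lower, and it passed when adjusted over the list alone (adjusted p = 2.16e-08, and adjusted p = 0.0506 with an estimated correlation). Of 16 clock genes 5 were higher and 1 lower, 3 when adjusted over the list alone (adjusted p = 0.253, and adjusted p = 0.0415 without control library 1, with adjusted p = 0.617 and 0.437 in these fits with an estimated correlation). Of 9 glucocorticoid and fasting genes 3 were higher, 1 when adjusted over the list alone (adjusted p = 0.00511, and adjusted p = 0.409 with an estimated correlation), among them Cpt1a, a gene of fat oxidation, at 2.08 ± 1.60 and 17.4 ± 16.2 FPKM.

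Of the lists fixed before the data were examined, endoplasmic reticulum stress passed as lower at the preset correlation (20 genes, 1 lower, 0 over the list alone, adjusted p = 0.0482, and adjusted p = 0.905 with an estimated correlation). Its median log2 fold change was 0.15, against 0.42 for all mRNAs. A list that passed as lower thus stood below other genes and need not have fallen. The call of endoplasmic reticulum stress was lost without control library 2 (adjusted p = 0.166), control library 3 (adjusted p = 0.586) or SAP library 3 (adjusted p = 0.677). Its lower member Creld2, a chaperone gene, was at 43.9 ± 14.1 and 16.2 ± 3.62 FPKM and lost its call without control library 2 (log2 fold change -1.24), control library 3 (-1.21) or SAP library 3 (-1.20). Of 14 heat shock genes 1 was higher, Hspb1, a small chaperone gene, at 19.5 ± 12.3 and 92.2 ± 53.6 FPKM (adjusted p = 0.855). Ribosomal proteins (22 genes, 0 called, adjusted p = 0.473), macrophages (16 genes, 2 higher, adjusted p = 0.918) and endothelial cells (12 genes, 0 called, adjusted p = 0.211) did not pass. Mitochondrially encoded genes (12 genes, 0 called, adjusted p = 0.266) passed as lower without control library 1 (adjusted p = 1.74e-08) or SAP library 1 (adjusted p = 0.0238). Stellate cells and fibroblasts (16 genes, 1 higher and 1 lower, median log2 fold change 0.35, adjusted p = 0.141) passed as lower without SAP library 1 (median 0.19, adjusted p = 0.0213) or 3 (adjusted p = 0.0453). Adipocytes (12 genes, 3 higher, adjusted p = 0.189) passed as lower without control library 3 (adjusted p = 0.0401) or SAP library 1 (adjusted p = 0.00468). In all of these 0 genes passed when adjusted over the list alone.

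Among the tests that follow, those on control library 1 for the mRNA calls, on junction reads per mapped read, on junction copies, on Muc3 mRNA as a host and on the estimated correlation of the small intestine list in other fits were chosen after seeing results, as was the small intestine list. More mRNAs were called higher than lower, 85.0% of the calls as deposited. That share was 57.8% without control library 1, which may account for much of the excess. It was 53.4% after median-of-ratios scaling, but this scaling centres the libraries (the median of all mRNAs went from 0.42 to 0.09) and so brings the calls near an even split whatever the cause, and the scale between libraries stays open. Rescaled to genes outside the acinar enzymes it was 62.7%, between the bounds set for that explanation, which stays open.

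The lower intestinal genes could come from duodenal wall taken along with the pancreatic head in control mice. Their median log2 fold change was -0.66, and it was -0.87 without control library 1 and -0.69 after median-of-ratios scaling. Leaving out that library or rescaling thus did not bring the median nearer 0, which speaks against either as the whole cause. The values lie between the bounds set, and with an estimated correlation the list did not pass in any of the 3 fits (adjusted p = 0.0832, 0.212 and 0.106), so tissue, library and scale stay open. The circRNAs of Muc3 were lost in the same direction, and the dissection was not analysed here.

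The lower circRNAs might follow from lower host genes, fewer junction reads in SAP, or junctions between gene copies. The median log2 fold change of the host mRNAs was 0.35 over the 23 hosts tested, which speaks against the host genes as the cause for most of those 23. It leaves out Prss2 and Dmbt1, listed at 0 in some libraries and high in others, and Ctrb1, listed at 0 in all. It also leaves out Muc3, which holds 5 of the 41, among them both past the adjusted p. Muc3 mRNA fell as well (log2 fold change -1.78), so for these 5 a lower host gene may account for the fall, and their junctions, each with copies nearby and without AG and GT flanks, could come from linear RNA of the repeat. The junction reads per mapped read, on the scale of control library 2, were 4730, 4902 and 4453 in control libraries 1, 2 and 3 and 4081, 3763 and 5420 in SAP libraries 1, 2 and 3, so they were not lower in every SAP library. The median log2 change over the 301 circRNAs found in at least 3 libraries was -0.71, between the bounds set. Without that minimum it was 1.35 in edgeR and 0.79 in the equal-variance test (added), over 6350 circRNAs of which 4442 were found in 1 library. Of these 6350, 2876 were found in control mice alone and 3126 in SAP mice alone. Such medians mostly record which group held a read, so they cannot show whether circRNAs outside the 301 fell. A lower yield of those found repeatedly stays open. Of the lower circRNAs 16 of 41 had a copy across the junction, against 73 of 258 others (two-sided Fisher's exact test, p = 0.1976), which leaves that open too.

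The 6 libraries can be divided into 3 and 3 in 10 ways, too few to test the real grouping. The real one gave 714 mRNAs and the highest other 1543, 140 lncRNAs against 220, 43 circRNAs against 27 and 11 lists against 11. Counting the real one itself, 3 ways gave at least as many mRNAs, 4 as many lncRNAs, 1 (the real one alone) as many circRNAs and 3 as many lists. The division with control libraries 1 and 3 and SAP library 1 on 1 side gave the most mRNAs, which suggests a structure of the samples that the groups do not carry.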
